# RNA-binding protein SAMD4 regulates skeleton development through translational inhibition of Mig6 expression

**DOI:** 10.1038/celldisc.2016.50

**Published:** 2017-01-24

**Authors:** Ningning Niu, Jian-Feng Xiang, Qin Yang, Lijun Wang, Zhanying Wei, Ling-Ling Chen, Li Yang, Weiguo Zou

**Keywords:** bone development, chondrocyte, Mig6, osteoblast, SAMD4, translational repression

## Abstract

Protein translation regulation has essential roles in inflammatory responses, cancer initiation and the pathogenesis of several neurodegenerative disorders. However, the role of the regulation of protein translation in mammalian skeleton development has been rarely elaborated. Here we report that the lack of the RNA-binding protein sterile alpha motif domain containing protein 4 (SAMD4) resulted in multiple developmental defects in mice, including delayed bone development and decreased osteogenesis. Samd4-deficient mesenchymal progenitors exhibit impaired osteoblast differentiation and function. Mechanism study demonstrates that SAMD4 binds the Mig6 mRNA and inhibits MIG6 protein synthesis. Consistent with this, Samd4-deficient cells have increased MIG6 protein level and knockdown of Mig6 rescues the impaired osteogenesis in Samd4-deficient cells. Furthermore, Samd4-deficient mice also display chondrocyte defects, which is consistent with the regulation of MIG6 protein level by SAMD4. These findings define SAMD4 as a previously unreported key regulator of osteoblastogenesis and bone development, implying that regulation of protein translation is an important mechanism governing skeletogenesis and that control of protein translation could have therapeutic potential in metabolic bone diseases, such as osteoporosis.

## Introduction

Protein translational regulation of gene expression is necessary for the ability of cells to rapidly respond to the changes in the environment [1], especially in response to stress-causing stimuli, such as ultraviolet irradiation, temperature changes, nutrient limitation, oxidative stress and various drugs or toxins [2, 3]. Protein translational control is also involved in cancer development and progression, related to tumor cell survival, angiogenesis, transformation, invasion and metastasis [4, 5]. Translational regulation is also involved in mammalian development, for example, in the muscle [6], neuron [7] and early embryo [8]. However, the function of protein synthesis regulation in mammalian skeleton development remains elusive.

Skeleton development and remodeling are critical for maintenance of the biomechanical properties of bone [9]. The long bones are mainly formed through endochondral bone formation and are maintained by bone remodeling [9]. During endochondral bone formation, the chondrocytes of the cartilage template proliferate axially and subsequently undergo hypertrophy and expansion in cellular volume [10]. Osteoblasts, a group of specialized mesenchymal cells, are crucial for the mineralization of the embryonic skeleton and bone mass maintenance during postnatal bone remodeling [11, 12]. Defects in osteoblast function are a major cause of reduction in bone density, as is seen in osteoporosis, the most common skeletal disease worldwide [13, 14]. Several genes, including different transcription factors [15–17], kinases [18], ubiquitin E3 ligases [19, 20] and miRNAs [21], have been reported to have important roles during bone development. However, little is known about whether protein translational regulation acts on this process.

To elucidate the role of protein translation regulation in bone development, we conducted an unbiased forward genetic screen of a library of mutant mouse lines, which included around 4 000 different genetically manipulated lines constructed by using a *piggyBac* (PB) transposon system to mediate germline mutagenesis [22]. In screening this library for skeletal phenotypes, we identified sterile alpha motif domain containing 4 (Samd4)-deficient mice strain displaying striking lean body and narrowed thoracic cavity. SAMD4 is a mammalian homolog of *Drosophila* SMAUG protein, which has been demonstrated as a protein translational repressor [23]. The *Drosophila* SMAUG protein has been linked *in vivo* to *Drosophila* maternal mRNA destabilization [24], the maternal-to-zygotic transition [25] and early embryo development [26, 27]. The Smaug protein contains a sterile alpha motif (SAM), which directly binds RNA with stem-loop structures known as Smaug recognition elements (SREs) that contain the consensus sequence CNGG or CNGGN on target mRNAs [28]. At the same time, Smaug recruits various proteins, such as CUP [29], Argonaute 1 [30] and CUG triplet repeat RNA binding protein 1 (CUBP1) [31], to target mRNA for translational repression and/or transcript decay. Mammalian SAMD4 has been reported to be a translational repressor by *in vitro* translation assays using luciferase carrying SRE motifs [32]. However, the *in vivo* function of mammalian SAMD4 involves RNA binding and translational repression remains to be clarified.

In this study, we demonstrated that *Samd4*^*PB/PB*^ mice exhibited markedly defects in skeleton development and bone mass, along with impaired osteoblastogenesis and chondrogenesis. Further mechanism study displayed that SAMD4 binds to mitogen-inducible gene 6 (Mig6, also annotated as ERBB receptor feedback inhibitor 1, Errfi1) mRNA and repressed its translation. MIG6 is a non-kinase scaffolding adaptor [33, 34] that is highly expressed in both chondrocytes and osteoblasts [35]. Furthermore, Mig6 deficiency in mice lead to excessive articular chondrocyte proliferation following an osteoarthritis-like disorder [35, 36]. The higher MIG6 protein level in *Samd4*^*PB/PB*^ mice resulted in impaired skeletogenesis. These observations demonstrated that *in vivo* function of SAMD4 was related to protein translational regulation and suggested that SAMD4 was a novel skeletogenesis regulator. To our knowledge, this is the first report about the protein translation in the anabolic bone formation and indicates that the control of protein translation could have therapeutic potential in metabolic bone diseases, such as osteoporosis.

## Results

### The construction and identification of Samd4-deficient mice

We screened a mutant mouse library that was constructed using a PB transposon system to mediate germline mutagenesis [22]. We observed a mouse strain displaying striking lean body and narrowed thoracic cavity. The sequencing analysis indicated that PB transposon was inserted into *Samd4* locus (Figure 1a and b). Samd4 is widely expressed in different tissues (Figure 1c), and the insertion of PB transposon at *Samd4* locus resulted in a dramatic reduction of *Samd4* transcript and protein level in mice homozygous for the *PB* transposon allele (*Samd4*^*PB/PB*^; Figure 1d and e). Analysis of littermates born to male and female mice heterozygous for the Samd4 *PB* allele (*Samd4*^*PB/+*^) revealed that *Samd4*^*PB/PB*^ mice exhibited a large reduction in body size and weight (Figure 1f and g) and had a shortened lifespan when compared with age- and sex-matched wild-type (WT) littermates (Figure 1h).

Recently, a *Samd4* missense mutant mouse model (*spmd*) was generated from *N*-ethyl-*N*-nitrosourea mutagenesis of C57BL/6J mice [37]. The *spmd* mice displayed leanness and myopathy [37]. Mechanistically, Samd4 may interfere with mTORC1 signaling through its interaction with 14-3-3 proteins, and one amino-acid mutation in the SAMD4 protein (SAMD4^H86P^) was shown to disrupt this interaction [37]. To examine whether there are overlapped phenotypes between *Samd4*^*PB/PB*^ mice and *spmd* mice, we also investigated the epididymal white adipose tissue and gastrocnemius of WT and *Samd4*^*PB/PB*^ littermates at 3-week-old age. Indeed, similar to *spmd* mice, *Samd4*^*PB/PB*^ mice exhibited a significant reduction in epididymal white adipose tissue weight (Figure 2a and b) after normalization to total body weight. Histological analysis indicated reduced cell size in white adipose tissue from 3-week-old *Samd4*^*PB/PB*^ mice compared with WT littermates (Figure 2c). In addition, *Samd4*^*PB/PB*^ mice displayed a significant decrease in gastrocnemius weight (Figure 2d), along with abnormalities in the morphology of myofibers (Figure 2e). Collectively, these data indicate that *Samd4*^*PB/PB*^ mice recapitulated the phenotypes of *spmd* mice.

### Samd4^PB/PB^ mice exhibit impaired skeletogenesis

It is known that myocytes, adipocytes and osteoblasts are differentiated from mesenchymal stem cells. However, *spmd* mice exhibited normal bone mineral density or bone mineral content [37]. On the basis of the wide expression of Samd4 and the reduced skeleton size of *Samd4*^*PB/PB*^ mice, we hypothesized that SAMD4 has effects on skeleton development. We characterized the whole-mount skeleton of mice by alizarin red and alcian blue staining at postnatal day 1. Compared with WT mice, *Samd4*^*PB/PB*^ mice exhibited abnormal skull shape and less alizarin-red-stained craniofacial region, along with delayed ossified long bones (Figure 3a). Bone ossification and mineralization were also examined by von Kossa staining of mice at embryo day 16.5. As shown in Figure 3b, *Samd4*^*PB/PB*^ mice displayed less mineralization compared with the WT mice in both calvarium and tibia. At 3-week-old age, *Samd4*^*PB/PB*^ mice exhibited less trabecula bones compared with WT controls (Figure 3c). To further determine the *in vivo* effects of Samd4 in the skeleton system, we used microquantitative computed tomography to determine the bone density of 3-week-old mice. As shown in Figure 3d–g, *Samd4*^*PB/PB*^ mice exhibited a nearly 75% reduction in femoral trabecular bone volume/total volume (Figure 3d and e), along with a dramatic decrease both in trabecular number (Figure 3d and f) and trabecular thickness (Figure 3d and g), indicating a severe osteopenic phenotype in *Samd4*^*PB/PB*^ mice. In the meantime, cortical thickness was decreased in *Samd4*^*PB/PB*^ mice compared with WT controls (Figure 3d and h). Consistent with the deficiency in osteogenesis and skeletal mineralization, the expression of characteristic osteoblast marker genes, collagen type I alpha 1 (Col1a1), osteocalcin and runt-related transcription factor 2 (Runx2), was reduced in 7-day-old *Samd4*^*PB/PB*^ tibia as determined by immunostaining (Figure 3i). Quantitative reverse transcriptase-PCR (RT-PCR) analyses also confirmed that the expression of osteoblast marker genes, including Col1a1, alkaline phosphatase (Alp) and Runx2, was significantly decreased in the femurs from *Samd4*^*PB/PB*^ mice (Figure 3j–l). Taken together, these data suggested that deficiency of *Samd4* gene impaired bone ossification and mineralization in mice.

### SAMD4 promotes osteoblast differentiation in vitro

We next examined the effects of Samd4 on osteoblasts differentiation *in vitro*. Primary osteoblasts were collected from calvaria of 7-day-old *Samd4*^*PB/PB*^ and WT mice. After 7 and 14 days of culture under osteoblast differentiation medium, Alp activity was monitored as an early osteoblast differentiation maker and alizarin red staining was monitored as mineral deposition, respectively. Consistent with the osteopenic phenotype in *Samd4*^*PB/PB*^ mice, osteoblasts from *Samd4*^*PB/PB*^ mice revealed an approximately 20% reduction in Alp activity and a significant decrease in alizarin red staining compared with the cells from WT mice (Figure 4a–c), implying that the lack of Samd4 impaired both early and late osteoblast differentiation. Similarly, osteoblasts from *Samd4*^*PB/PB*^ mice revealed decreased the expression of osteoblast markers, including Col1a1, Alp and Runx2 (Figure 4d–f). We next examined the effects of exogenous expression of Samd4. As shown in Figure 4g–i, exogenous SAMD4 could promote osteoblast differentiation determined by Alp activity and alizarin red staining. Taken together, these data indicate that SAMD4 regulates osteoblast differentiation and function *in vitro*.

Considering that *Samd4*^*PB/PB*^ mice displayed significant bone development impairment and Samd4 H86P missense mutant, *spmd*, which has one amino-acid mutation and the interaction with 14-3-3 protein is disrupted, has normal bone density, we hypothesized that RNA-binding activity of SAMD4 is important for skeleton development. SAM is RNA-binding motif in SAMD4. As shown in *Drosophila* SMAUG and *S. cerevisiae* VTS1, several amino acids were crucial for SRE motif binding [38, 39]. To examine whether RNA-binding function of SAM motif is necessary for SAMD4’s effects on bone development, we generated two Samd4 mutants, SAMD4^K245A R248A K251Q^ and SAMD4^A281Q^ (sequences in Supplementary Table S1). We isolated osteoblast from *Samd4*^*PB/PB*^ calvaria, and infected cells with lentivirus-expressing green fluorescent protein, SAMD4 or two SAMD4 mutants, respectively. As shown in Figure 4j–m, SAMD4 could rescue the deficiency of Samd4 in *Samd4*^*PB/PB*^ osteoblasts, while both SAMD4^K245A R248A K251Q^ and SAMD4^A281Q^ were unable to increase osteoblast differentiation determined by Alp staining and the expression of osteoblast marker genes, including Col1a1 and Alp, confirming the requirement of RNA-binding function of SAMD4 in osteoblastogenesis.

### SAMD4 regulates osteoblast differentiation by repressing Mig6 translation

The dependence of RNA-binding motif SAM domain in SAMD4 to promote osteoblast differentiation suggests that SAMD4 could probably regulate some mRNA targets during osteoblast differentiation through binding to some specific mRNA targets. We next sought to investigate the target mRNAs of Samd4 to investigate its role in translational regulation. 

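RNA attached to SAMD4 was collected from osteoblasts of Samd4PB/PB mice, in which Samd4 is disrupted, after the cells had been made to express Flag-tagged SAMD4. In RNA immunoprecipitation, an antibody pulls a protein out of a cell extract together with the RNA bound to it, and that RNA is then sequenced. The study has 2 libraries from the anti-Flag immunoprecipitation (IP), 2 from the IgG control and 1 from the input RNA. The deposited data list 673 intervals of the mouse genome (build mm9) with 753 gene names, and each interval has 1 number of reads for the IP and 1 for the IgG. Reads of the separate libraries and of the input are not in these columns, so there are no replicates to compare and the input was not analysed here. The median interval was 309 bases long and held 74 IP reads and 6 IgG reads. Depth of the libraries is not given in the sources used here. Over the listed intervals the IP reads sum to 3260616 and the IgG reads to 567264, and 10 intervals hold 93.7% of the IP reads. The list holds only intervals with more reads in the IP than in the IgG, and among the 576 intervals with IgG reads the lowest ratio of IP to IgG reads was 2.47. All intervals of confidence given for these reads cover counting error only, and each test compares the sequenced libraries, not animals or cultures.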

An RNA ImmunoPrecipitation (RIP) assay followed by sequencing was performed in osteoblast cells expressing Flag-SAMD4 owing to the lack of a high-quality anti-SAMD4 antibody (Figure 5a). RNA libraries were generated from the RNAs extracted from anti-IgG and anti-Flag samples by using the TruSeq RNA Library Preparation Kit (Illumina). RNA sequencing analysis revealed that 33 genes were enriched in anti-Flag samples compared with anti-IgG samples (Supplementary Table S2). 

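The genes with IP reads and no IgG reads encode proteins of many kinds, from β-catenin of the Wnt pathway to a fatty acid desaturase and an inhibitor of matrix proteases. At least 15 reads in the Flag-SAMD4 IP, 0 in the IgG and an overlap of at least 68 bases were found for 113 gene names over 93 intervals. All 33 genes of Supplementary Table S2 were among them. Fads1, the desaturase, had 53 IP reads, at least 17.7-fold more than the IgG. Timp2, the protease inhibitor, had 48 IP reads (at least 16-fold). Cited2, a transcriptional co-regulator in BMP and TGF-β signalling, had 32 (at least 10.7-fold), and Ctnnb1, which encodes β-catenin, had 24 (at least 8-fold). These folds are lower bounds in reads, not corrected for depth, against a floor of 3 IgG reads per interval. They take the IP reads as counted, so the counting error of the IP is left out of the bound. With the floor multiplied by 1.64, the factor behind the deposited p-values, the bounds are 10.8 for Fads1, 9.78 for Timp2, 6.52 for Cited2 and 4.89 for Ctnnb1. The other 80 gene names include Eif4a1, an RNA helicase of translation initiation, with 58 IP reads, and 20 names of histone genes, most of which have copies so alike in sequence that the gene behind a read is uncertain. Of 20 lists of genes, 15 had members among the 733 gene names with enough reads and overlap to pass. No list differed from the other names after Benjamini-Hochberg adjustment. The rule asks for 0 IgG reads, so a gene with many reads can fail it at a high ratio of IP to IgG reads. In simulated data it called 5.05% of 673 intervals at a 16-fold difference. A list with few or no passing names is therefore not shown to lack enrichment. In the list for Wnt and planar cell polarity signalling, 4 of 9 names passed, Ctnnb1, Dvl1, Ptk7 and Tcf3 (odds ratio 4.51, two-sided Fisher's exact test, p = 0.0362, adjusted p = 0.427), but on chromosome 10 the symbol Tcf3 names the transcription factor E2A and not a Wnt effector. Without it, a change made after its values were seen, 3 of 8 passed (odds ratio 3.35, two-sided Fisher's exact test, p = 0.111, adjusted p = 0.572), and at p under 1e-06 Ctnnb1 alone of the 9 names passed (odds ratio 1.08, two-sided Fisher's exact test, p = 1). Genes of Table S2 had been seen when the lists were written, so this list is not independent of them. For extracellular matrix and adhesion, 2 of 25 passed, Timp2 and the basement membrane collagen Col4a2 (odds ratio 0.468, two-sided Fisher's exact test, p = 0.405). Lox, the enzyme that cross-links collagen, had 895 IP reads and 69 IgG reads, a ratio of 13.0 (95% interval 10.1 to 16.8), and did not pass. Of 4 osteoblast and bone matrix genes, 0 passed, and Col1a1, the main collagen of bone, had 3832 IP and 1030 IgG reads in its deepest interval (ratio 3.72, 95% interval 3.47 to 3.99). Of 20 cytosolic ribosomal protein genes, 0 passed (two-sided Fisher's exact test, p = 0.0570, adjusted p = 0.427), and Rps13, which had 25 IP and 0 IgG reads, was not among them because its overlap of 40 bases is under the limit. Rpl8 had 910 IP and 301 IgG reads (ratio 3.02, 95% interval 2.65 to 3.46). An interval passed when its reads met the highest p-value, 6.1e-05, and the shortest overlap with a transcript, 68 bases, that the paper's Table S2 holds, by an exact two-sided binomial test of IP against IgG reads. With an expected IP share of 0.621, the one implied by the deposited p-values, in place of 0.5, 76 gene names passed and 11 genes of Table S2 with at most 20 IP reads did not. With 0.852, the IP share of all listed reads, 29 passed with 2 genes of Table S2, and Fads1, Timp2, Cited2, Ctnnb1 and Eif4a1 did not. That share comes from intervals selected for more IP than IgG reads and mostly from a few very deep ones. It is therefore a strict limit and not an estimate of depth.

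**Figure D1:**
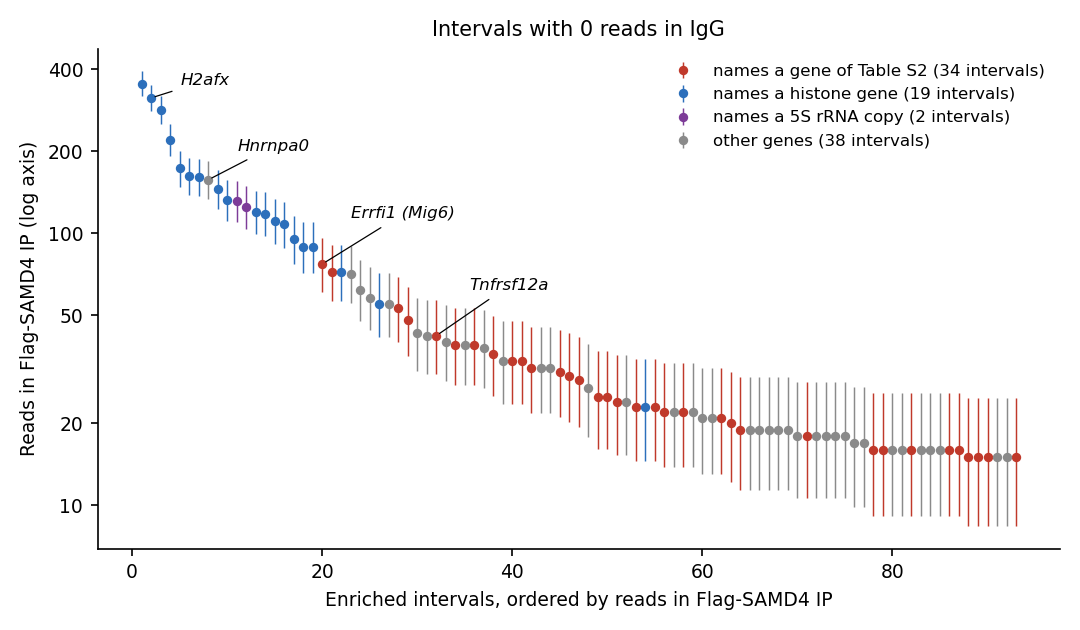
Reads in the Flag-SAMD4 IP (log axis) of the genomic intervals with 0 IgG reads that passed, in order of reads, with bars for the 95% Poisson interval of each count. Errfi1 (Mig6) leads the genes of Table S2, and the intervals above it are mostly those of histone genes.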

Among those targets, we found that two genes, Mig6 [35, 36] and Tnfrsf12a [40, 41], had been reported to be involved in the regulation of bone development (Figure 5b and Supplementary Table S2).

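Mig6 is listed under its gene symbol Errfi1, and encodes an adaptor protein that inhibits the EGF receptor. Tnfrsf12a encodes the receptor of the cytokine TWEAK. Errfi1 had 77 reads in the Flag-SAMD4 IP (95% Poisson interval 60.8 to 96.2) and 0 in the IgG, which is at least 25.7-fold (exact two-sided binomial test, p = 1.32e-23). Tnfrsf12a had 42 IP reads (95% Poisson interval 30.3 to 56.8) and 0 IgG reads, at least 14-fold (exact two-sided binomial test, p = 4.55e-13). In the authors' deposited table the q-values of these intervals are 4.61e-20 for Errfi1 and 9.03e-10 for Tnfrsf12a. Each of the genes has 1 listed interval. That of Tnfrsf12a lies on chromosome 17 of mm9 from 23813473 to 23813765, where the gene runs on the minus strand. It covers a coding exon of 105 bases of the RefSeq transcript NM_013749 and intron bases on both sides of it, and lies wholly in an intron of NM_001161746. With the floor of IgG reads multiplied by the factor behind the deposited p-values, the bounds are at least 15.7-fold for Errfi1 and at least 8.55-fold for Tnfrsf12a. At an expected IP share of 0.852, Tnfrsf12a did not pass (exact two-sided binomial test, p = 0.00185), whereas Errfi1 did (exact two-sided binomial test, p = 6.9e-06). That share comes from the listed intervals, which were selected for more IP than IgG reads, and is not an estimate of depth. From the list of enriched genes the paper turns to Mig6 and Tnfrsf12a, and states that both had been reported to take part in bone development.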

MIG6 is a non-kinase scaffolding adaptor [33, 34] that is highly expressed in the articular cartilage and growth plates, which comprise both chondrocytes and osteoblasts [35]. Given that Samd4-deficient mice exhibited osteopenic phenotype and that Mig6-deficient mice displayed a subchondral bone phenotype [35, 36], we hypothesized that SAMD4 may regulate Mig6 by binding and inhibiting the translation of Mig6 mRNA. Indeed, upregulating the expression of SAMD4 resulted in a decrease in MIG6 protein level (Figure 5c). We also examined the RNA and protein level of MIG6 in *Samd4*^*PB/PB*^ and WT calvaria from 5-day-old littermates and found increased MIG6 protein level in *Samd4*^*PB/PB*^ calvarium lysates (Figure 5d), whereas there was no obvious difference in RNA level between WT and *Samd4*^*PB/PB*^ mice (Figure 5e). Consistently, immunohistochemical staining analysis revealed more MIG6 protein in 7-day-old *Samd4*^*PB/PB*^ tibia, both in the proliferation zone and trabecular bone zone compared with the WT littermates (Figure 5f). These data support the idea that SAMD4 regulates the translation of *Mig6 in vivo*. However, we could not detect obvious difference of TNFRSF12a protein level between *Samd4*^*PB/PB*^ and WT calvarium lysates (Supplementary Figure S1a and b). Consistent with this, excess SAMD4 could not restrain the protein level of TNFRSF12a (Supplementary Figure S1c). We next determined the effects of increased MIG6 protein and found that overexpression of MIG6 could decrease the differentiation of osteoblasts, as determined by Alp activity and alizarin red staining (Figure 5g).

To further determine whether the decreased osteoblatogenesis in Samd4-deficient cells was due to the dysregulation of MIG6 protein level, we constructed a series of shRNAs (short hairpin RNA) targeting Mig6 (shRNA sequences are shown in Supplementary Table S1). As shown in Supplementary Figure S2, two Mig6-specific shRNAs decreased the transcription of *Mig6*, determined by quantitative RT-PCR. These two shRNAs rescued the decreased osteoblast differentiation in *Samd4*^*PB/PB*^ osteoblasts, compared with WT osteoblasts (Figure 5h and i). We also examined the effects of Mig6 shRNAs on the expression of osteoblast marker genes and confirmed that knockdown of Mig6 could increase the expression of Col1a1, Alp and Runx2 in *Samd4*^*PB/PB*^ osteoblasts (Supplementary Figure S2d–g). These data support that lower osteoblastogenesis of *Samd4*^*PB/PB*^ mice was derived, at least in part, from higher MIG6 protein level.

### SAMD4 binds to SREs on Mig6 mRNA

Previous *in vitro* studies showed that mammalian SAMD4 repressed the translation of luciferase carrying SRE motifs [32]. Interestingly, we identified three putative SRE elements at 5′ untranslated region (UTR) of Mig6 mRNA, but not at the 3′UTR. We next examined whether SAMD4 had the effects on the reported SRE sequence and whether the SRE sequence could be located at either 3′UTR or 5′UTR. We performed luciferase reporter assays in C3H10T1/2 cells and found that SAMD4 remarkably downregulated luciferase activity when 3× SRE DNA sequences was fused to the 3′ terminal of luciferase cDNA; in contrast, Samd4 had no effects when those SREs were replaced with the poly A sequence (Supplementary Figure S3a). Strikingly, SAMD4 could also decrease the luciferase activity when 3×SRE sequence was fused to the 5′ terminal of luciferase cDNA (Supplementary Figure S3b), indicating that the effects of SAMD4 on SREs were not restricted to 3′UTR. We next examined the effect of SAMD4 on 5′UTR of Mig6 mRNA. As shown in Figure 6a, SAMD4 could dose-dependently repress luciferase activity when 5′UTR of Mig6 was fused to the 5′ terminal of luciferase cDNA (5′UTR, sequence shown in Supplementary Table S1). Moreover, the effects of the SAMD4 were abolished when the SREs in Mig6 5′UTR were mutated (5′UTR^Δ^, sequence shown in Supplementary Table S1) (Figure 6b). Moreover, SAMD4 could also inhibit luciferase activity in a similar way when the 5′UTR of Mig6 was moved to 3′ end of luciferase cDNA (Figure 6c). We next asked whether RNA-binding function is necessary for SAMD4’s effects on 5′UTR of Mig6 mRNA. As shown in Figures 6d and e, the mutations in the RNA-binding function (SAMD4^K245A R248A K251Q^ and SAMD4^A281Q^) impaired the SAMD4’s effects in this luciferase activity assay. These data suggest that SAMD4 could bind to 5′UTR of Mig6 mRNA and repress MIG6 protein translation.

### SAMD4 promotes chondrogenesis and chondrocyte differentiation

Cartilage-specific deletion of Mig6 was shown to result in osteoarthritis-like disorder with excessive articular chondrocyte [35, 36]. The repression of MIG6 expression by SAMD4 implied that SAMD4 have effects on chondrocyte. *Samd4*^*PB/PB*^ mice dwarfed remarkably in contrast to WT littermates (Figure 1f), supporting the chondrocyte phenotype in *Samd4*^*PB/PB*^ mice. We examined the growth plate of 3-week-old *Samd4*^*PB/PB*^ mice tibia by safranin O staining. As shown in Figure 7a, *Samd4*^*PB/PB*^ mice displayed shortened resting and columnar zones, although the growth plate was almost normal-organized. Consistently, the expression of characteristic chondrocyte marker genes, collagen type II alpha 1 (Col2a1) and collagen type X alpha 1 (Col10a1) was reduced in 3-week-old *Samd4*^*PB/PB*^ tibia as determined by immunostaining (Figure 7b). We also did chondrocyte micromass culture and found that chondrocytes from *Samd4*^*PB/PB*^ mice revealed significant reduction in alcian blue staining (Figure 7c). Consistently, chondrocytes cultured from *Samd4*^*PB/PB*^ mice revealed decreased expression of marker genes, including Col2a1 and Col10a1 (Figure 7d and e). We also examined the effects of exogenous expression of SAMD4 in chondrocytes and found that SAMD4 could promote chondrocyte differentiation (Figure 7f–h). Next we explored the dependence of Mig6 for the augmented chondrocyte differentiation in *Samd4*^*PB/PB*^cells. As shown in Figure 7i and Supplementary Figure S4a–c, two Mig6-specific shRNAs increased chondrocyte differentiation determined by alcian blue staining and the expression levels of marker genes in chondrocytes from *Samd4*^*PB/PB*^ mice. Taken together, these data indicate that SAMD4 regulate chondrogenesis and chondrocyte differentiation and function *in vivo* and *in vitro*, consistent with the mechanism by which deficiency of Samd4 in osteoblast results in higher MIG6 protein level.

## Discussion

Our current study demonstrates that RNA-binding protein SAMD4 could regulate osteoblast and chondrocyte differentiation, indicating that SAMD4 is a novel regulator for skeletogenesis. *Samd4*^*PB/PB*^ mice exhibit multiple bone defects, including shortened body length, decreased bone mass, hypomineralization and so on (Figures 1f and g and 3a–h). Furthermore, SAMD4 promotes osteoblast and chondrocyte differentiation *in vitro* (Figures 4a–i and 7c and d). Previous reports showed that the *spmd* mice have normal bone mineral density or bone mineral content [37]. The difference of skeleton phenotype between these two mice models could be explained by the fact that *spmd* mutant only affects a histidine (H86P) in the protein [37]. However, *Samd4*^*PB/PB*^ mice are accompanied with the deletion of whole SAMD4 protein. The requirement of SAM domain for SAMD4 function in osteoblast and chondrocyte supports that the severe skeleton phenotype of *Samd4*^*PB/PB*^ mice is through the depletion of whole protein (Figures 4j–m and 7e–h). Furthermore, we detected that, similar to SAMD4, SAMD4^H86P^ inhibited the activity of luciferase constructs containing SREs (Supplementary Figure S5a and b) indicating that the H86P mutation did not disrupt the function of SAMD4 as a translational repressor, which was demonstrated by the result that SAMD4^H86P^ could rescue the impaired differentiation of *Samd4*^*PB/PB*^ osteoblasts (Supplementary Figure S5c).

The decreased bone mass present in the long bones of *Samd4*^*PB/PB*^ mice may also result from increased osteoclast differentiation and/or function. To address this, we analyzed tibia from 3-week-old WT and *Samd4*^*PB/PB*^ mice for the presence of tartrate-resistant acid phosphatase (TRAP)-positive osteoclasts. In comparison with age-matched WT controls, *Samd4*^*PB/PB*^ mice showed similar numbers of TRAP-positive cells in the proximal tibia of 3-week-old mice (Supplementary Figure S6a). Consistently, the expression of characteristic osteoclast marker genes, including cathepsin K (Ctsk), matrix metallopeptidase 9 (Mmp9), osteoclast-associated receptor (Oscar), dendritic cell-specific transmembrane protein (Dc-stamp) and nuclear factor of activated T cells and cytoplasmic 1 (Nfatc1), was not significantly different between *Samd4*^*PB/PB*^ mice and WT bone marrow (Supplementary Figure S6b). Further supporting these *in vivo* results, culture of bone marrow harvested from *Samd4*^*PB/PB*^ mice and WT mice in the presence of macrophage colony-stimulating factor and receptor activator of NF-κB ligand resulted in the formation of a similar number of multinucleated TRAP-positive osteoclasts (Supplementary Figure S6c). Further analysis of these cultures via quantitative PCR (qPCR) revealed that the osteoclast-specific markers, including Ctsk, Mmp9, Oscar, Dc-stamp and Nfatc1, were induced to similar levels in *Samd4*^*PB/PB*^ mice and WT cultures (Supplementary Figure S6d). Collectively, these results suggest that the osteopenic phenotype observed in *Samd4*^*PB/PB*^ mice is due to decreased bone formation by osteoblasts as opposed to augmented bone resorption by osteoclasts.

A list of SAMD4 target mRNAs are identified by RIP assay, among which, Mig6 is enriched at the top of 33 genes (Figure 5b and Supplementary Table S2). 

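Within the 33 genes of Supplementary Table S2, Errfi1 (Mig6) had the most IP reads, and Cebpb, a transcription factor of fat and bone cell differentiation, came next with 72 (95% Poisson interval 56.3 to 90.7), a difference within counting error. Among all 113 gene names that passed by their reads and overlap, Errfi1 held rank 23 by IP reads, behind 22 names over 19 intervals. Of those names, 17 are histone genes. The histone gene H2afx had 314 IP reads and 0 IgG reads (at least 105-fold, or 64.0-fold with the floor of IgG reads scaled by the factor behind the deposited p-values), and the interval of Hist2h2aa1 and Hist2h2aa2 had 354 and 0 (at least 118-fold, scaled 72.1-fold). A further 2 names are copies of the 5S ribosomal RNA gene. Hnrnpa0, an RNA-binding protein that attaches to AU-rich mRNAs, had 157 IP reads and 0 IgG reads (at least 52.3-fold, scaled 32.0-fold). The last names, 4930558J22Rik and AK016178, share their interval with the histone gene Hist1h4b, at 145 reads. By reads per base of the interval Errfi1 held rank 13, and with the names of histone genes and 5S copies left out it held rank 4 of 91, behind Hnrnpa0 and both names at the interval of Hist1h4b.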

Our study showed that SAMD4 impaired MIG6 protein level, and the deficiency of SAMD4 in *Samd4*^*PB/PB*^ results in higher level of MIG6 protein (Figure 5d). Knockdown of Mig6 rescues the decreased osteoblast differentiation in Samd4-deficient osteoblasts, supporting that higher protein level of MIG6 in Samd4-deficient osteoblasts is responsible for the impaired osteoblastogenesis (Figure 5h and i and Supplementary Figure S2). Furthermore, we discover that SAMD4 could block the translation of luciferase when 5′UTR of Mig6 mRNA is located in 5′ or 3′ end of luciferase mRNA (Figure 6a–c). Mig6 has been demonstrated as having an essential role in chondrocyte proliferation and differentiation [35, 36]. The chondrocyte defects in *Samd4*^*PB/PB*^ mice (Figure 7 and Supplementary Figure S4) are consistent with our description of the mechanism by which SAMD4 represses the Mig6 protein translation. Thus the decreased bone density of *Samd4*^*PB/PB*^ mice could be related to the protein translational regulation by SAMD4.

Overall, this study demonstrates that mammalian Samd4 is a translational repressor that inhibits Mig6 expression and regulates skeletal development. However, the function of the regulation of protein synthesis in skeletal development remains elusive. In this study, we identified mammalian SAMD4 as a novel regulator of osteogenesis, and our results suggest that control of protein translation could have a therapeutic potential in metabolic bone diseases, such as osteoporosis.

## Materials and Methods

### Mouse lines

*Samd4*^*PB/PB*^ mice were obtained from the PB Mutagenesis Center, Institute of Developmental Biology and Molecular Medicine, Fudan University. All mice analyzed were maintained on an FVB background. All animals were maintained in pathogen-free conditions in accordance with the guidelines of the Institute of Biochemistry and Cell Biology, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences, Shanghai, China.

### Cell culture

Human embryonic kidney cell line (HEK293T) was obtained from American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained in high glucose minimum essential medium (Dulbecco’s modified Eagle’s medium) containing 10% fetal bovine serum (FBS). Mouse embryonic fibroblast cells (C3H10T1/2) were obtained from ATCC and maintained in minimum essential medium (MEM) alpha containing 10% FBS. Primary murine osteoblasts were isolated from calvaria of P5–P7 mice as described previously [42]. For osteoblast differentiation, primary osteoblasts were cultured in low glucose alpha MEM containing 10% FBS and induced in 50 μg ml^−1^ L-ascorbic acid and 1080 mg ml^−1^ β-glycerophosphate. The osteoblast differentiation level assay was performed following a previously published method [43]. The isolation and differentiation of primary osteoclasts were also previously described [44]. For the chondrogenic differentiation, the chondrocytes were separated from the articular cartilage from P3 to P5 mice and cultured in low glucose alpha MEM containing 10% FBS. A two-dimensional micromass culture was initiated by spotting 2.5×10^5^ chondrocytes in 15 μl to each well of a 12-well-plate and maintained in chondrogenesis medium supplemented with 500 nM ml^−1^ TGFβ3 (R&D Systems, Lille, France, 243-B3-200). After 7 days of differentiation, the micromass culture was stained by 1% alcian blue.

### Histological analyses

For histological analyses, tissues were fixed in 4% paraformaldehyde overnight at 4 °C. For gastrocnemius and epididymal white adipose tissue, samples were dehydrated in 60% sucrose/phosphate-buffered saline solution overnight at room temperature and then embedded in an optimal cutting temperature compound (Tissue-Tek, Sakura, Torrance, CA, USA) under a stereomicroscope and transferred onto dry ice to solidify. Postnatal tibia samples were decalcified in 20% EDTA for 14 days (P7) and 3-week-old. Decalcified samples were dehydrated using graded ethanol overnight and embedded in paraffin. Paraffin-embedded tissue samples were sectioned into 8 μm sections. Immunohistochemical staining was performed as previously described [45]. Images were captured using a microscope (Olympus BX51, Tokyo, Japan). For TRAP staining, the sections of tibia from 3-week-old littermates were fixed in 100% methanol for 5 min, washed 5 min in phosphate-buffered saline twice and then stained using the Leukocyte Acid Phosphatase (TRAP) Kit (Sigma, 387 A-1KT, St Louis, MO, USA).

### Microquantitative computed tomography analysis

Femurs isolated from age- and sex-matched 3-week-old mice were fixed in 70% ethanol and scanned using SkyScan1176 (Bruker, Kartuizersweg, Belgium). Femurs and skulls were scanned at 8.96-micron resolution. For analysis of femoral bone mass, a region of trabecular bone 2.0 mm wide was contoured, starting 600 microns from the proximal end of the distal femoral growth plate. For femoral trabecular bone, a threshold of 80–255 permille was used. The region of interest of the femoral cortical bone was 1.0 mm wide, starting 3.7 mm from the proximal end of the distal femoral growth plate. For femoral cortical bone, a threshold of 125–255 permille was used. Three-dimensional reconstructions were created by stacking the two-dimensional images from the contoured regions.

### Real-time RT-PCR

Total RNA was prepared from cells or tissues using TRIzol (T9424, Sigma) and reverse transcribed into cDNA using the PrimeScript RT Reagent Kit (PR037A, TakaRa, Dalian, China). The cDNA quantity was analyzed by the BioRad CFX96 system (BioRad, Hercules, CA, USA). The primer sets used were as follows: Hprt sense 5′- GTTAAGCAGTACAGCCCCAAA-3′ and antisense 5′- AGGGCATATCCAACAACAAACTT-3; Samd4 sense 5′- CTCTCGGGATTCTGGGATTTGC-3′ and antisense 5′- TACTTGTGCAGGCGGAGGCTT-3; Alp sense 5′- GGGCAACTCCATCTTTGGTCTG-3′ and antisense 5′- TTCACCGTCCACCACCTTGT-3′; Col1a1 sense 5′- GCTCCTCTTAGGGGCCACT-3′ and antisense 5′- CCACGTCTCACCATTGGGG-3′; Runx2 sense 5′- ATGATGACACTGCCACCTCTGACT-3′ and antisense 5′- ATGAAATGCTTGGGAACTGCCTGG-3′; Tnfrsf12a sense 5′- CAGGACCCGTCGGAACTGAATC-3′ and antisense 5′- CAGCCACTCACTGTCCCGTCCA-3′; Mig6 sense 5′- GCCTACAATCTGAACTCCCCTGC-3′ and antisense 5′- TAATGGGTGTAAGTGGAGGTGTGGA-3′; Col2a1 sense 5′- CGGTCCTACGGTGTCAGG-3′ and antisense 5′- GCAGAGGACATTCCCAGTGT-3′; Col10a1 sense 5′- CCCACAGGCATAAAGGGCCCAC-3′ and antisense 5′- GGACCTGGGTGTCCTCGAGGTCC-3′; Ctsk sense 5′- GAAGAAGACTCACCAGAAGCAG-3′ and antisense 5′- TCCAGGTTATGGGCAGAGATT-3; Mmp9 sense 5′- CTGGACAGCCAGACACTAAAG-3′ and antisense 5′- CTCGCGGCAAGTCTTCAGAG-3′; Nfatc1 sense 5′- GACCCGGAGTTCGACTTCG-3′ and antisense 5′- TGACACTAGGGGACACATAACTG-3′; Oscar sense 5′- CCTAGCCTCATACCCCCAG-3′ and antisense 5′- CGTTGATCCCAGGAGTCACAA-3′; and Dc-stamp sense 5′- GGGGACTTATGTGTTTCCACG-3′ and antisense 5′- ACAAAGCAACAGACTCCCAAAT-3′.

### RIP and RNA sequencing

A total of 10^7^ Flag-Samd4-expressing *Samd4*^*PB/PB*^ osteoblasts were resuspended in IP buffer (50 mM Tris-HCl Ph 7.5, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate and 1 mM phenylmethanesulfonyl fluoride), subjected to gentle sonication and centrifuged to obtain cell extracts. Protein–RNA complex immunoprecipitation and RNA sequencing was performed as previously described [46]. The RIP-seq data reported in this study have been deposited in NCBI’s GEO, series accession number GSE90818.

### Luciferase reporter assays

C3H10T1/2 cells plated on 12-well-plates were transiently transfected using polyetherimide (Sigma, 408727) with the luciferase reporter constructs and pRL-TK (Promega, Madison, WI, USA) as a normalization control for transfection efficiency, together with plasmids encoding SAMD4 and SAMD4 mutants. Forty-eight hours after transfection, the cells were lysed and luciferase activity was measured using the Dual Luciferase Assay.

### Antibodies

Anti-RUNX2 antibody (SC-390351), anti-SAMD4 antibody (SC-163329) and anti-TUBULIN antibody (SC-23948) were from Santa Cruz Biotechnology (Santa Cruz, CA, USA); monoclonal anti-Flag antibody (F3165) was from Sigma-Aldrich; anti-MIG6 antibody (11630) was from ProteinTech, Rosemont, IL, USA; and anti-Tnfrsf12a (ab109365) was from Abcam (San Francisco, CA, USA).

### Plasmids and lentivirus

To generate the Flag-Samd4 construct, Samd4 was amplified from the total cDNA library of 10.5-day-old embryonic mice (E10.5) and cloned into the modified pHAGE vector containing Flag using restriction enzymes Not I and BamH I. The full-length Samd4 open reading frame was obtained from total mouse cDNA and inserted into pHAGE vector using restriction enzymes Not I and BamH I. The targeting sequences of specific shRNAs, which are listed in Supplementary Table S1, were cloned into pLKO.1 lentiviral vectors, and the insertions were confirmed by DNA sequencing. The lentivirus were produced by co-transfection of plasmids with VSVG and Δ8.9 plasmids into HEK293T cells following the protocol from Open Biosystems (GE Healthcare).

### Statistical analysis

For statistical analysis, in most graphs mean values with s.d. are shown. Data were generated from several independently replicates. *P*-values were obtained from two-tailed Student’s *t*-tests. *P-*value<0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
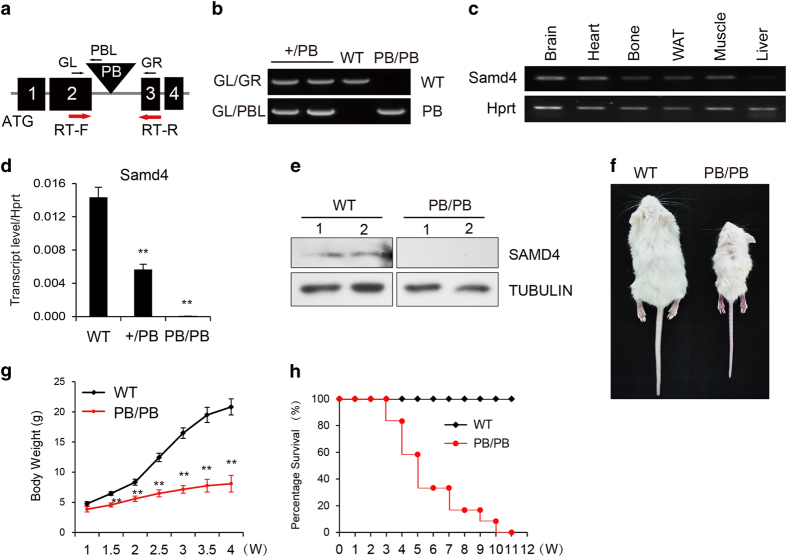
Identification and phenotypic analysis of *Samd4*^*PB/PB*^ mice. (**a**) A schematic representation of the position of *piggyBac* (PB) transposon insertion into the *Samd4* (sterile alpha motif domain containing protein 4) locus. The primers RT-F and RT-R were used for quantitative PCR (qPCR); and GL, GR and PBL were used for genotyping. Numbers 1–4 indicated exons 1–4. (**b**) Genotyping of littermates from two heterozygote cross by PCR. +/PB, the heterozygote mouse. (**c**) The reverse transcriptase-PCR analysis, which showed that Samd4 is widely expressed in the brain, heart, bone, white adipocyte and muscle, but little in the liver. (**d**) Analysis of Samd4 transcript levels by qPCR in wild-type mice (WT), *Samd4*^*+/PB*^ and *Samd4*^*PB/PB*^ tibia. (**e**) Western blotting analysis showing that Samd4 protein is absent in the protein from *Samd4*^*PB/PB*^ tibia. (**f**) Photograph of 3-week-old male WT and *Samd4*^*PB/PB*^ mouse. (**g**) Body weight of male WT and *Samd4*^*PB/PB*^ mice maintained from 1 to 12 weeks (*n*=21 for WT mice, *n*=17 for *Samd4*^*PB/PB*^ mice). (**h**) Kaplan–Meier survival curve (*n*=32 for WT mice, 24 for *Samd4*^*PB/PB*^ mice). Hprt, hypoxanthine guanine phosphoribosyl transferase; Tubulin, α Tubulin. Values represent means±s.d. *P*-values were obtained from *t*-tests with paired or unpaired samples, **P<0.01.

**Figure 2:**
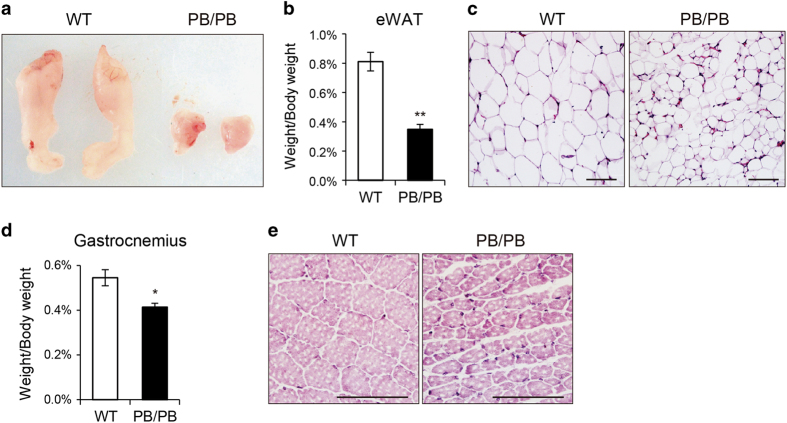
*Samd4*^*PB/PB*^ mice showed impaired adipose and muscle phenotype. (**a**) Representative photographs of epididymal white adipose tissue (eWAT) from 3-week-old male wild-type (WT) and *Samd4*^*PB/PB*^ mice. (**b**) Weights of eWAT normalized to body weight in 3-week-old male WT and *Samd4*^*PB/PB*^ mice. (**c**) Hematoxylin–eosin staining sections of eWAT from 3-week-old WT and *Samd4*^*PB/PB*^mice. (**d**) Weights of gastrocnemius normalized to body weight in 3-week-old male WT and *Samd4*^*PB/PB*^ mice. (**e**) Hematoxylin–eosin staining sections of gastrocnemius from 3-week-old WT and *Samd4*^*PB/PB*^mice. For panels (**b** and **d**), values represent mean±s.d. (*n*=5 for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, *P<0.05, **P<0.01. Bars=100 μm in panels (**c** and **e**).

**Figure 3:**
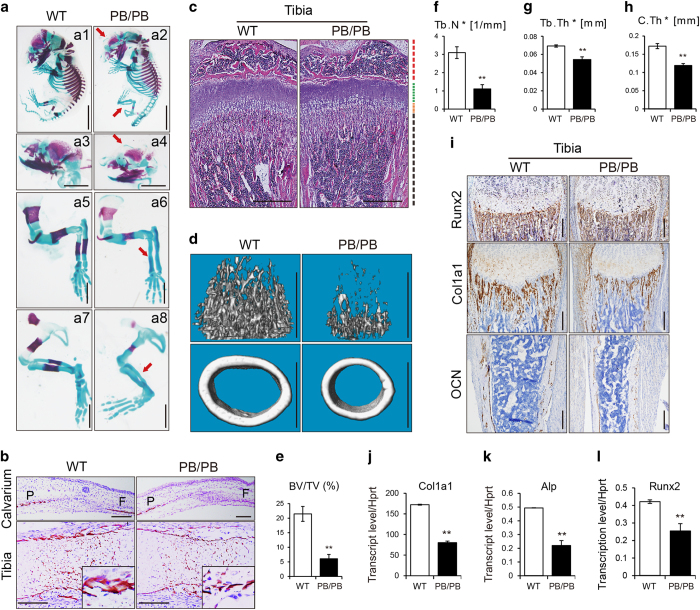
*Samd4*^*PB/PB*^ mice displayed osteopenic phenotype. (**a**) Alizarin red and alcian blue staining of newborn wild-type (WT) and *Samd4*^*PB/PB*^ mice. **a1** and **a2**, whole mount mice; **a3** and **a4**, skulls; **a5** and **a6**, forelimbs; **a7** and **a8**, hindlimbs. Red arrows indicated the lack of alizarin red staining in *Samd4*^*PB/PB*^ mice. (**b**) Von Kossa staining of calvarium and tibia from E16.5 WT and *Samd4*^*PB/PB*^ embryos, counterstained with Nuclear Fast Red. Mineral is stained black; nuclei are stained red. P, parietal bone; F, frontal bone. (**c**) Hematoxylin–eosin staining of tibia of 3-week-old WT and *Samd4*^*PB/PB*^male mice, showing the secondary ossification center (red), the proliferation zone (green), the hypertrophic zone (orange) and the trabecular region (black). (**d**–**h**) Micro-computed tomography analysis of distal femurs from 3-week-old *Samd4*^*PB/PB*^ male mice and WT control mice. (**d**) Representative three-dimensional reconstructions of distal femur trabecular bone. (**e**) The quantitative parameters bone volume/tissue volume (BV/TV), (**f**) trabecular bone number (Tb.N), (**g**) trabecular bone thickness (Tb.Th) and (**h**) cortical bone thickness (C.Th). (**i**) Immunohistochemistry staining of the indicated genes on the sections of tibia from 1-week-old *Samd4*^*PB/PB*^ mice and control WT mice. (**j**–**l**) Analysis of the transcript levels of the indicated genes by quantitative PCR using RNA isolated from 7-day-old WT and *Samd4*^*PB/PB*^ femurs. Values represent mean±s.d. (*n*=6 (**e**–**h**) and 3 (**j**–**l**) for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, **P<0.01. Bars=1 mm in panels (**a** and **d**); 200 μm in panels (**b** and **i**); 500 μm in (**c**).

**Figure 4:**
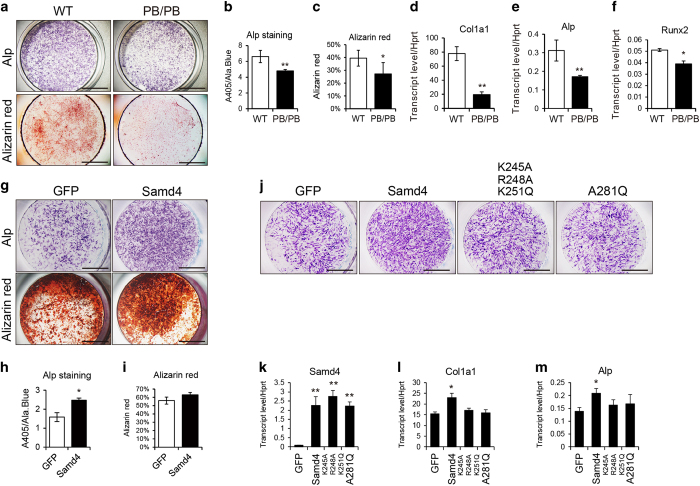
Samd4 (sterile alpha motif domain containing protein 4) affected osteoblastogenesis *in vitro*. (**a**) Representative photographs of fast blue staining (top, cultured in OBD for 7 days) and alizarin red staining (bottom, cultured in OBD for 14 days) of differentiated osteoblasts wild-type (WT) and *Samd4*^*PB/PB*^ mice. (**b**, **c**) Quantitative parameters of Alp activity (**b**) and alizarin red staining (**c**) analyzed by colorimetric assay. (**d**–**f**) Analysis of the transcript levels of the indicated genes by quantitative PCR using RNA isolated from primary osteoblasts of WT and *Samd4*^*PB/PB*^ mice. (**g**) The representative photographs of fast blue staining and alizarin red staining of primary osteoblasts infected with green fluorescent protein (GFP)- and Samd4-expressing lentivirus. (**h**, **i**) Quantitative parameters of Alp activity staining (**h**) and alizarin red staining (**i**) analyzed by colorimetric assay. (**j**) The representative photographs of fast blue staining of osteoblasts differentiated from *Samd4*^*PB/PB*^ osteoblasts infected with lentivrus-expressing GFP, Samd4 or two Samd4 mutants. (**k**–**m**) Analysis of the transcript levels of the indicated genes by quantitative PCR. Values represent mean±s.d. (*n*=6 (**b**, **c**, **h** and **i**) and 3 (**d**–**f** and **k**–**m**) for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, *P<0.05, **P<0.01. Bars=2 mm in panels (**a**, **g** and **j**).

**Figure 5:**
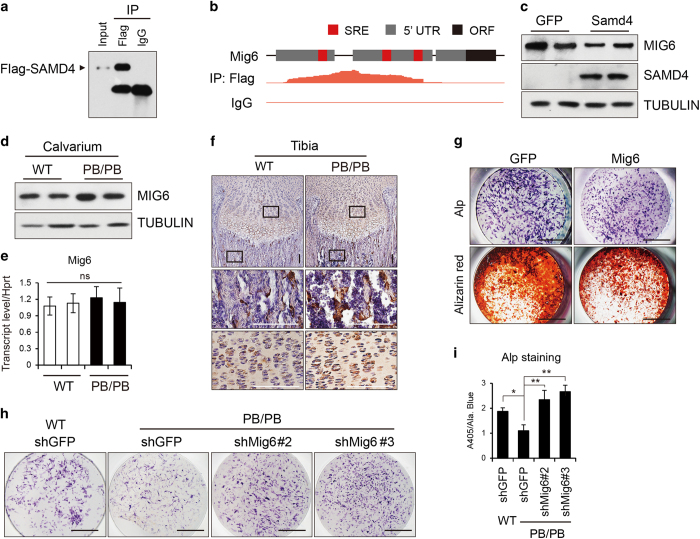
Samd4 (sterile alpha motif domain containing protein 4) bound to mitogen-inducible gene 6 (Mig6) mRNA. (**a**) Western blotting analysis of RNA immunoprecipitation (IP) product reveals Samd4 was enriched in Flag IP. (**b**) Top, DNA structure of 5′ untranslated region (UTR) of Mig6. Bottom, density plot showing the distribution of Flag IP and immunoglobulin G (IgG) peaks according to this region. (**c**) The protein levels of SAMD4 and MIG6 in primary osteoblastswere assessed by western blotting after cells were infected with GFP- or Samd4-expressing lentivirus. (**d**, **e**) The protein (**d**) and mRNA level (**e**) of Mig6 in calvarium from 6-day-old wild-type (WT) and *Samd4*^*PB/PB*^ mice were assessed by western blotting and quantitative PCR, respectively. (**f**) Immunohistochemistry analysis of MIG6 expression on proximal tibia from 1-week-old *Samd4*^*PB/PB*^ mice and control WT mice. (**g**) The representative photographs of fast blue staining and alizarin red staining of osteoblasts infected by GFP- or MIG6-expressing lentivirus. (**h**) The representative photographs of fast blue staining of osteoblasts differentiated from WT and *Samd4*^*PB/PB*^ osteoblasts infected with shRNA lentivirus targeting GFP or Mig6, cultured in OBD for 7 days. (**i**) Quantitative parameters of Alp activity analyzed by colorimetric assay. Values represent mean±s.d. (*n*=3 in panel (**e**) and 6 in panel (**i**) for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, *P<0.05, **P<0.01. Bars=100 μm in panel (**f**) and 2 mm in panels (**g** and **h**).

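The listed interval of Errfi1 (Mig6) lies at the 5′ end of the gene, and reads elsewhere in the gene are not in the table. It lies on chromosome 4 of mm9 from 150229186 to 150229413 and is 228 bases long, on the plus strand. The interval covers all 181 bases of exon 1 of the RefSeq transcript NM_133753, which is 5′ UTR, and the first 33 bases of intron 1. Exon 1 of the Ensembl transcript ENSMUST00000030811 shares 195 bases with it, whereas in ENSMUST00000073600, which starts further upstream, the interval lies in an intron. Among the listed intervals, those that passed touched a 5′ UTR more often than the others. Of the 93 passing intervals, 68 (73.1%, 95% Clopper-Pearson interval 62.9% to 81.8%) touched a 5′ UTR, against 304 of the other 580 (52.4%; odds ratio 2.47, two-sided Fisher's exact test, p = 0.000189, adjusted p = 0.000944 over 5 parts of a gene). Coding exons were touched by 77.4% and 72.1% (two-sided Fisher's exact test, p = 0.317) and 3′ UTRs by 18.3% and 14.1% (two-sided Fisher's exact test, p = 0.343). Intervals on exons for which the table marks no UTR or coding bases, such as those of 5S copies and one of Eif4a1, were rarer among those that passed, with 6.45% against 19.8% (odds ratio 0.279, two-sided Fisher's exact test, p = 0.00119, adjusted p = 0.00297). Intervals that lie in introns alone were 0 of 93 and 2.76% of the others (two-sided Fisher's exact test, p = 0.147). An interval can touch several parts, and intervals of gene copies are not independent of each other. Intervals of histone genes, 5S copies and U1 RNA were also left out, a setting added after the values were seen. Then 5′ UTRs were touched by 72.2% of 72 passing intervals and 53.6% of 504 others (two-sided Fisher's exact test, p = 0.00332). The direction for 3′ UTRs reversed, with 4.17% against 9.33% (two-sided Fisher's exact test, p = 0.181).

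**Figure D2:**
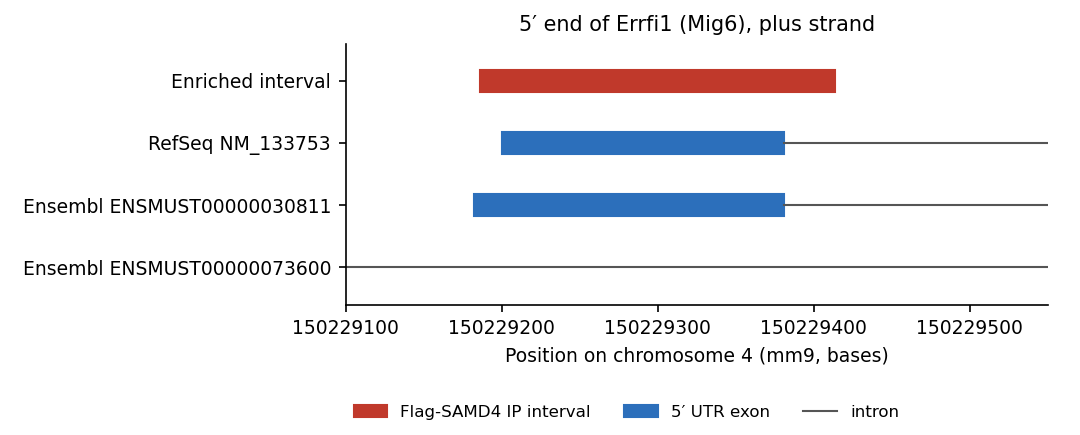
Map of the 5′ end of Errfi1 (Mig6) on chromosome 4 of mm9, x axis in bases, with the listed interval and the start of 3 transcripts drawn as exons (boxes) and introns (lines). The interval covers exon 1 of NM_133753 and ends in intron 1.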

**Figure 6:**
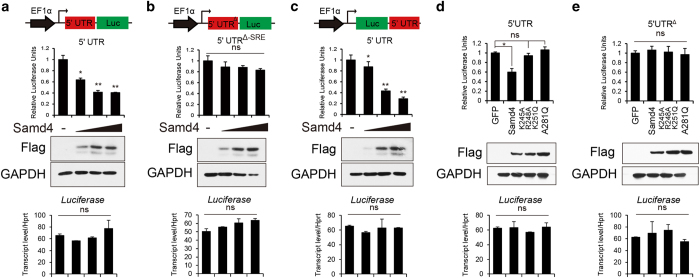
Samd4 (sterile alpha motif domain containing protein 4) bound to 5′ untranslated region (UTR) of mitogen-inducible gene 6 (Mig6) and inhibited MIG6 protein translation in C3H10T1/2. For all panels (**a**–**e**), top, the effects of Samd4 and Samd4 mutants (K245A R248A K251Q and A281Q) were assessed by analyzing the luciferase activity when luciferase cDNA was fused to the indicated elements. Medium, protein level of Flag-Samd4 and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the control measured by western blottings. Bottom, relative expression level of luciferase RNA measured by quantitative reverse transcriptase-PCR. (**a**–**c**) Analyses of gradient Samd4 impacted activities of luciferases indicated. Gradient concentrations of SAMD4 were obtained by 0, 50, 200 and 800 ng plasmid transfections, respectively. (**d**, **e**) The effects of Samd4 and Samd4 mutants were assessed by analyzing the luciferase activity. EF1α, EF1α promoter; 5′UTR, 5′UTR of Mig6 mRNA. Values represent mean±s.d. (*n*=3). *P*-values were obtained from *t*-tests with paired or unpaired samples. ns, not significant..

**Figure 7:**
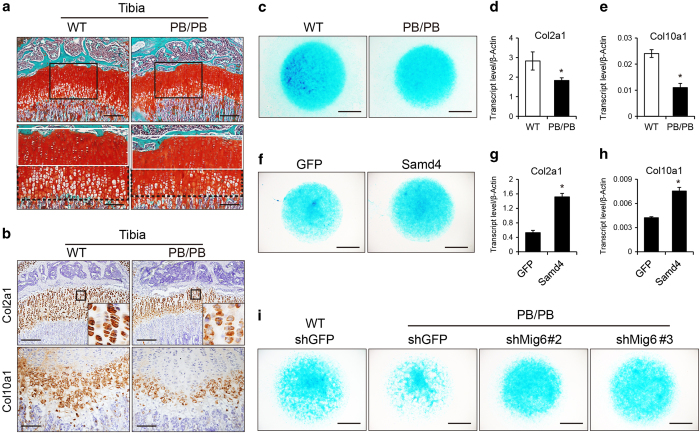
Samd4 (sterile alpha motif domain containing protein 4) influenced chondrogenesis through mitogen-inducible gene 6 (Mig6). (**a**) Safranin O staining of tibia from 3-week-old wild-type (WT) and *Samd4*^*PB/PB*^male mice, showing the proliferation zone (white box) and the hypertrophic zone (black box). (**b**) Immunohistochemical staining of the indicated genes on the sections of tibia from 3-week-old *Samd4*^*PB/PB*^ mice and control WT mice. (**c**) Representative photographs of alcian blue staining of chondrocytes separated from WT and *Samd4*^*PB/PB*^ articular cartilage. (**d**, **e**) Analysis of the transcript levels of genes by quantitative PCR using RNA isolated from chondrocytes of WT and *Samd4*^*PB/PB*^. (**f** and **i**) Representative photographs of alcian blue staining of chondrocytes differentiated from WT and *Samd4*^*PB/PB*^ articular cartilage and infected with lentivrus indicated, respectively. (**g** and **h**) Analysis of the transcript levels of genes by quantitative PCR using RNA isolated from chondrocytes of WT and *Samd4*^*PB/PB*^ that had been infected with the lentivirus-expressing enhanced GFP or Samd4. β-Actin, beta-actin. Values represent mean±s.d. (*n*=3 in panels (**d**, **e**, **g** and **h**) for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, *P<0.05. Bars=100 μm in panels (**a** and **b**) and 1 mm in panels (**c**, **f** and **i**).

# Supplementary material for: RNA-binding protein SAMD4 regulates skeleton development through translational inhibition of Mig6 expression
**Source:** Cell Discov. 2017 Jan 24;3:16050–. doi: 10.1038/celldisc.2016.50
**Supplement:** Supplementary Information

Supplemental Information

RNA binding protein SAMD4 regulates skeleton development through translational inhibition of Mig6 expression

Ningning Niu¹, Jian-Feng Xiang², Qin Yang³, Lijun Wang¹, Zhanying Wei⁴, Ling-Ling Chen², Li Yang³, Weiguo Zou¹

Inventory of supplemental information

Figure S1, related to Figure 5

Figure S2, related to Figure 5

Figure S3, related to Figure 6

Figure S4, related to Figure 7

Figure S5

Figure S6

Table S1, DNA and peptide sequences

Table S2, Genes enriched in Flag IP

Supplementary Information

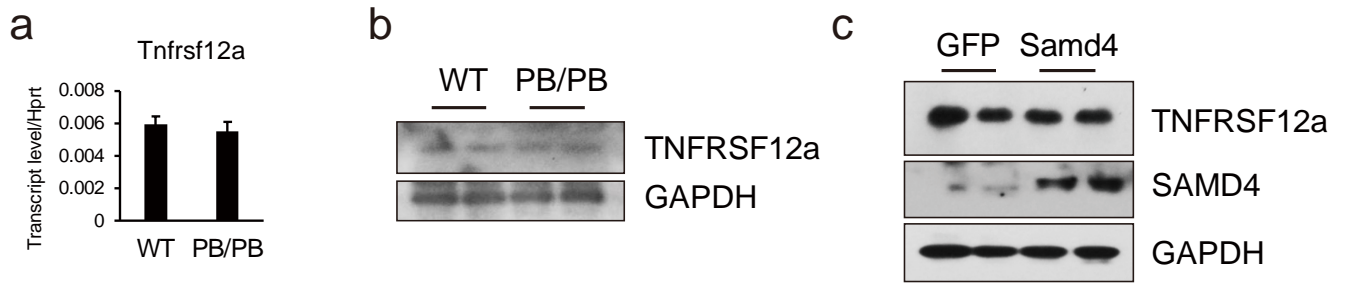

Supplementary Figure 1. Samd4 couldn't restrain the expression of Tnfrsf12a. (a, b) The mRNA (a) and protein level (b) of Tnfrsf12a in calvarium from 6-day old WT and *Samd4*^{PB/PB} mice were assessed by quantitative RT-PCR and western blot, respectively. (c) The protein levels of SAMD4 and Tnfrsf12a were assessed by western blot after infected with GFP or Samd4-expressing lentivirus.

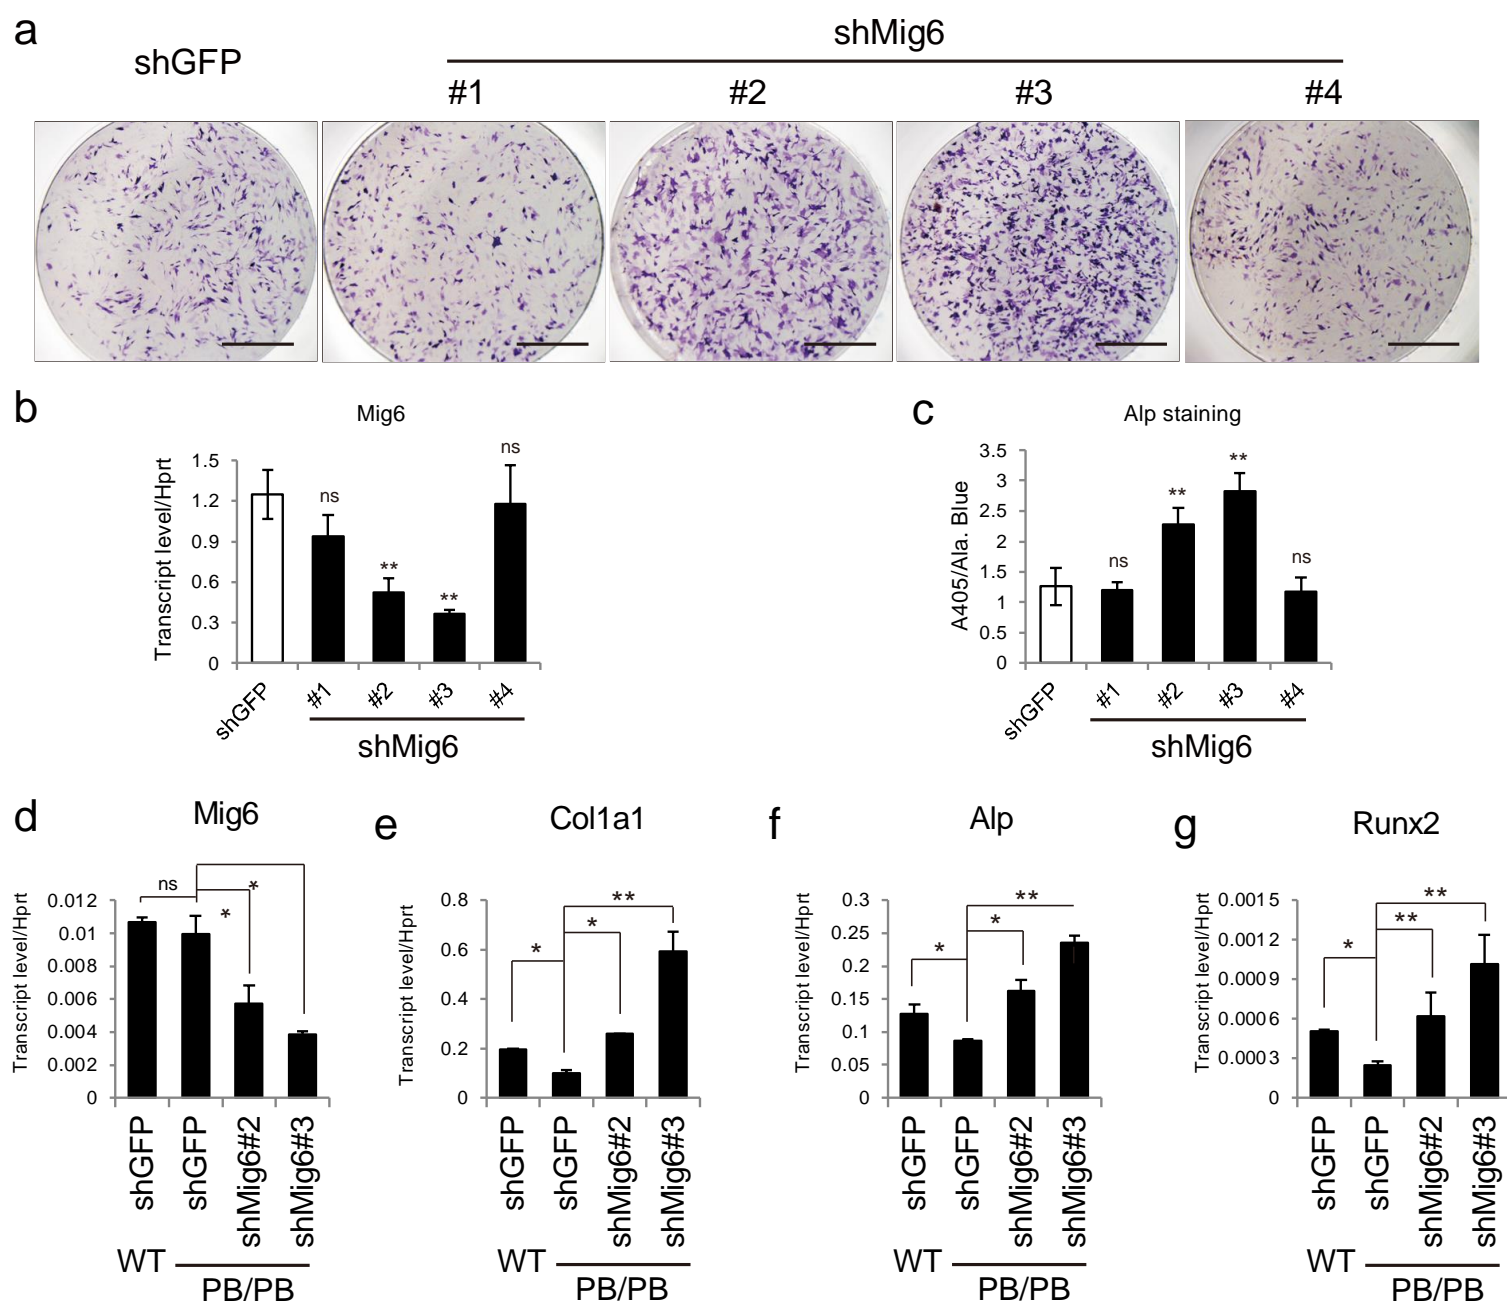

Supplementary Figure 2. Increased osteoblast differentiation in Mig6 knockdown cells. (a)

Representative photographs of Fast Blue staining of primary osteoblasts infected with shRNA lentivirus targeting GFP or Mig6, cultured in OBD for 7 days. **(b)** Quantitative PCR analysis of Mig6 expression. **(c)** Quantitative parameters of Alp activity analyzed by colorimetric assay. **(d-g)** Quantitative PCR analysis was performed for the indicated genes in RNA isolated from WT and *Samd4*^{PB/PB} osteoblasts infected with shRNA lentivirus targeting GFP or Mig6. Values represent mean $\pm$ SD ($n = 3$ **(b, d-g)** and 6 **(c)** for each genotype). P -values were obtained from t -tests with paired or unpaired samples, $**P < 0.01$. Bars = 2 mm in **(a)**.

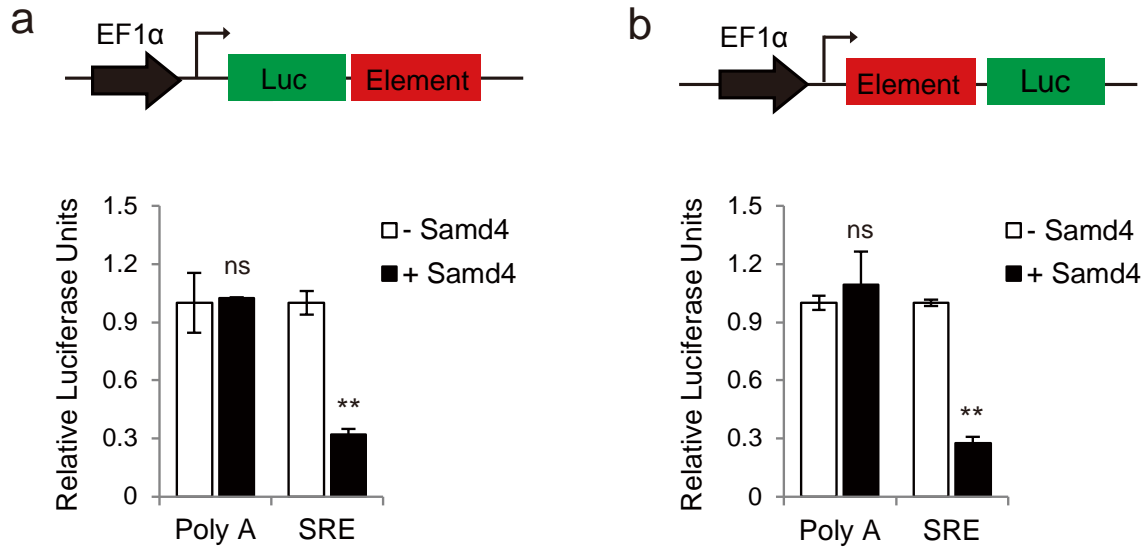

Supplementary Figure 3. Samd4 inhibits SRE element, which could localize at both 5' UTR and 3' UTR, assessed by luciferase activity. (a) Samd4 repressed luciferase activity when SRE was inserted on the 3' UTR. **(b)** Samd4 repressed luciferase activity when SRE was inserted on the 5' UTR. Top, luciferase reporter constructs. Bottom, relative luciferase activity. EF1α, EF1α promoter. Values represent mean $\pm$ SD ($n = 3$). P -values were obtained from t -tests with paired or unpaired samples, ** $P < 0.01$.

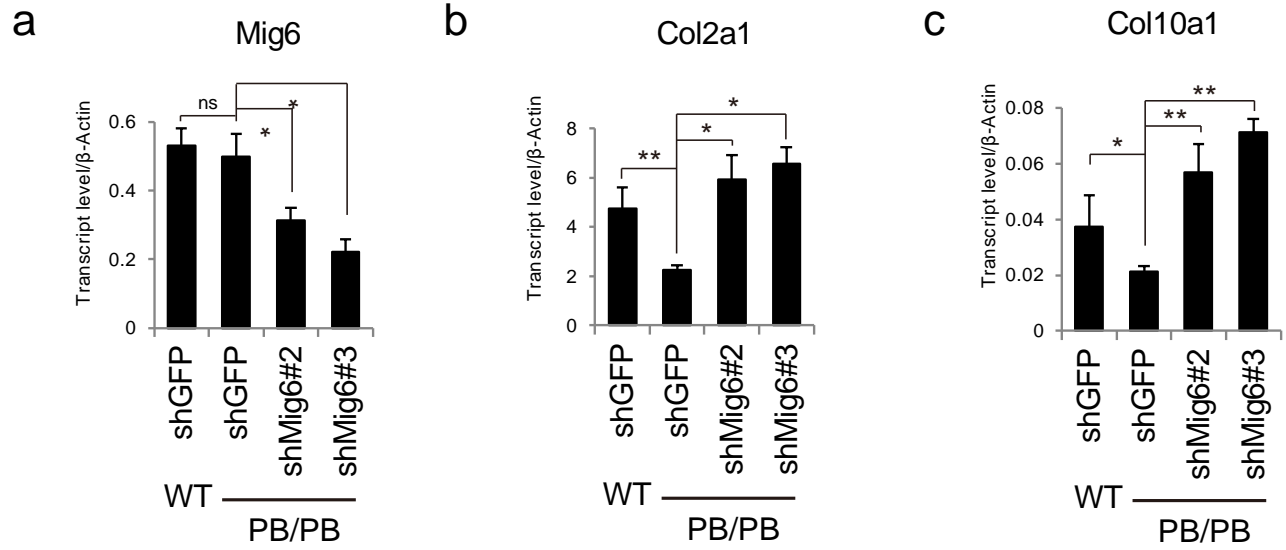

Supplementary Figure 4. The effects of Samd4 and Mig6 on chondrogenesis. (a-c) Analysis of the transcript levels of genes by quantitative PCR using RNA isolated from chondrocytes of WT and *Samd4*^{PB/PB} which had been infected with the lentivirus expressing the genes as indicated. Values represent mean $\pm$ SD (n = 3 for each genotype). *P*-values were obtained from *t*-tests with paired or unpaired samples, *P < 0.05.

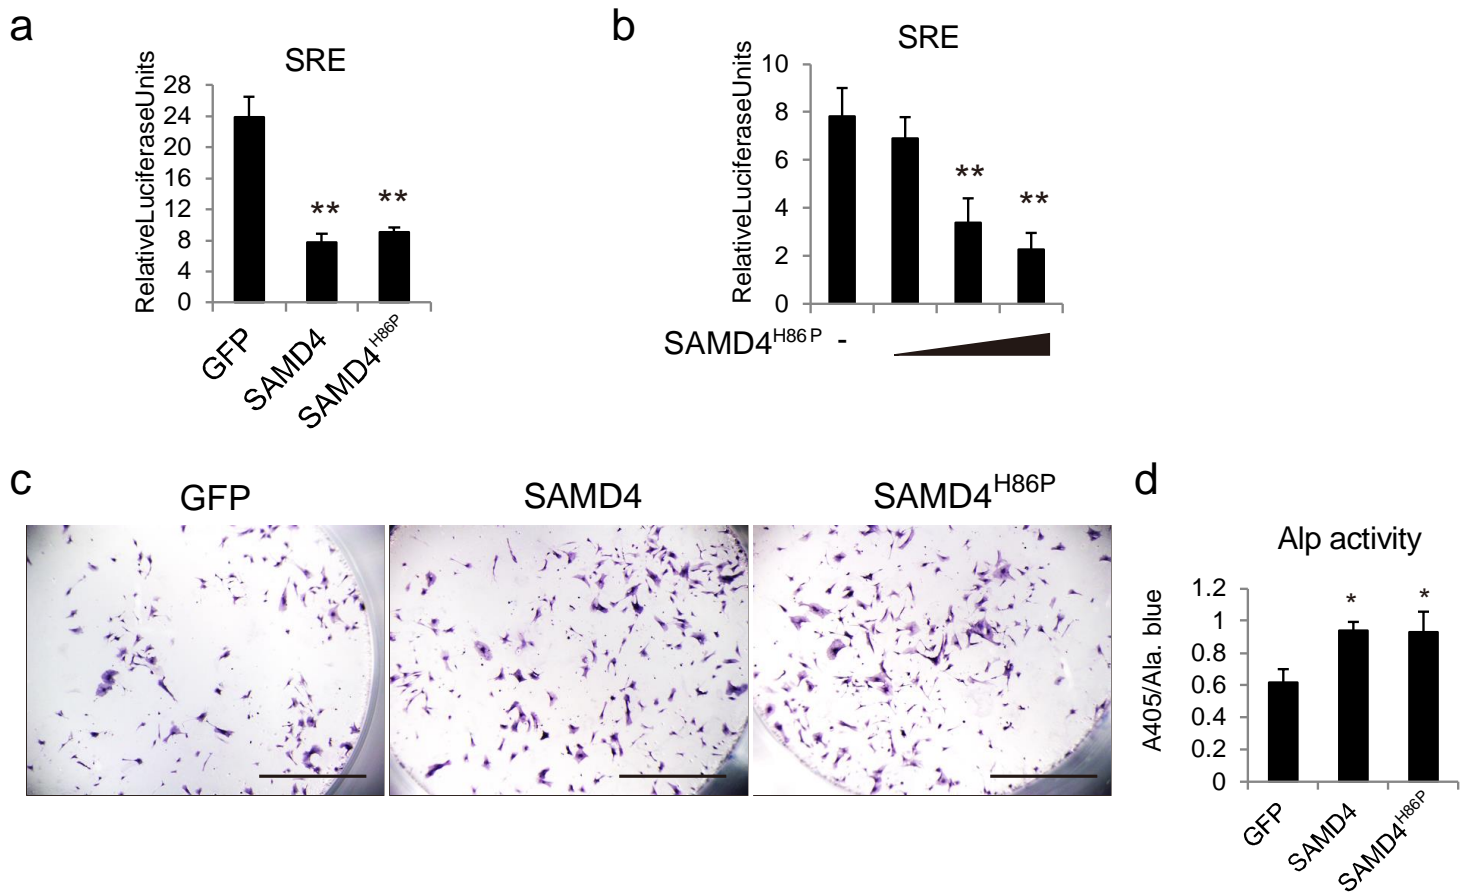

Supplementary Figure 5. SAMD4^{H86P} could not inhibit the activity of luciferase fused to SRE and osteoblastogenesis. (a) The effects of SAMD4 and SAMD4^{H86P} were assessed by analyzing the luciferase activity when luciferase cDNA was fused to the indicated elements. (b) SAMD4^{H86P} showed gradient inhibition on activities of SRE luciferase. Gradient concentrations of SAMD4^{H86P} were obtained by 0, 50, 200, 800 ng plasmids transfection respectively. (c) Representative photographs of fast blue staining and alizarin red staining of primary osteoblasts infected with lentivirus indicated. (d) Quantitative parameters of Alp activity analyzed by colorimetric assay. Values represent mean $\pm$ SD ($n = 3$ (a, b) and 6 (d) for each genotype). P -values were obtained from t -tests with paired or unpaired samples, * $P < 0.05$, ** $P < 0.01$. Bars = 2mm in (c).

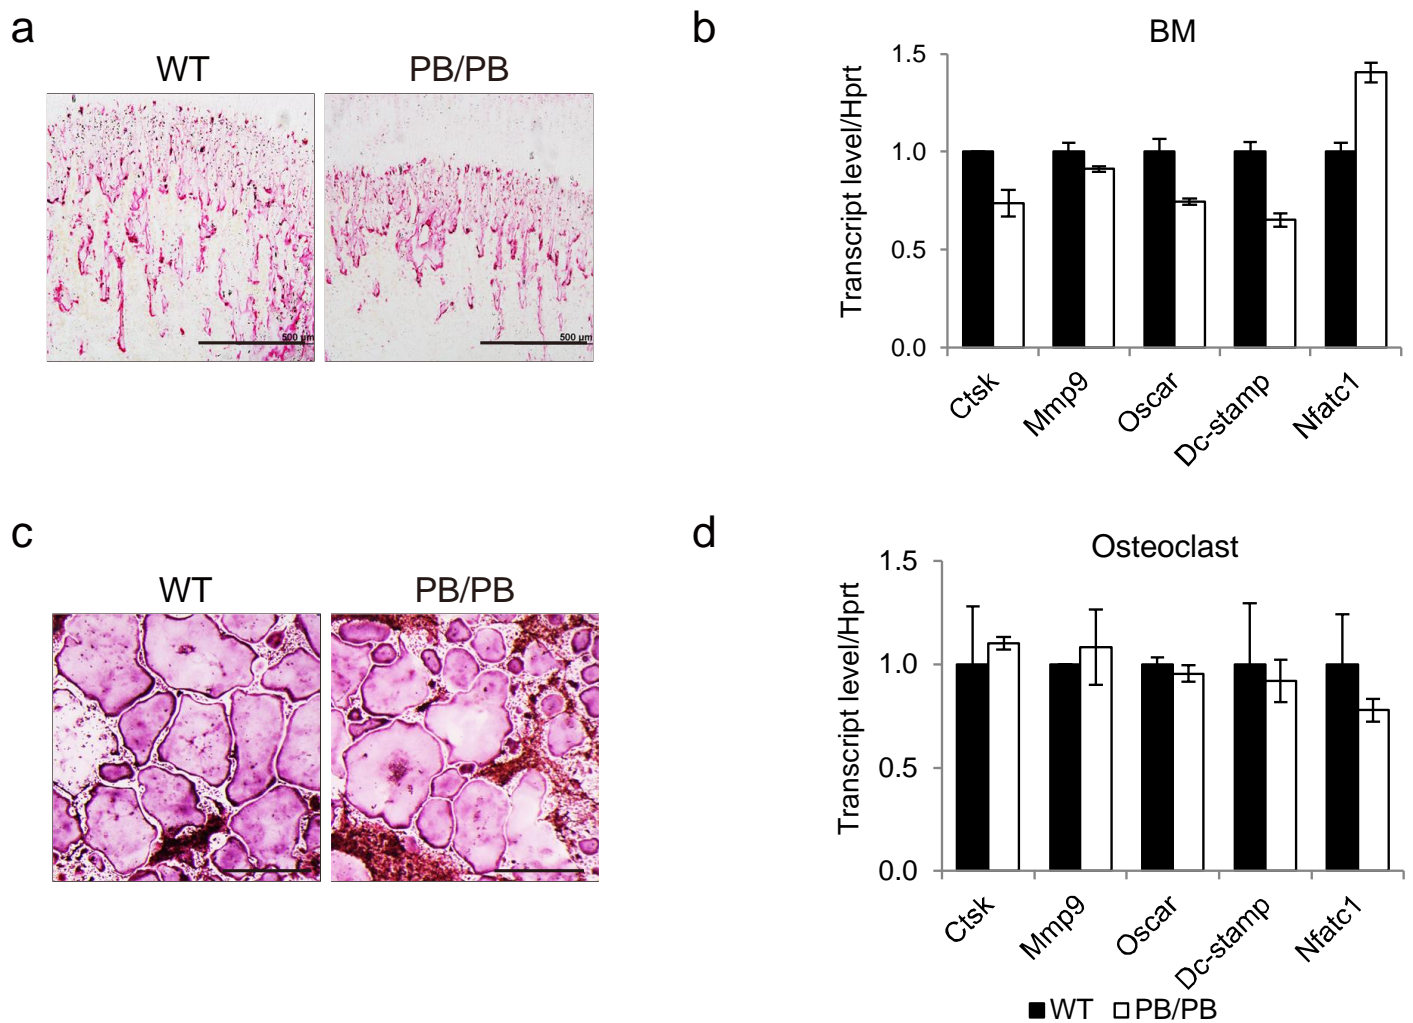

Supplementary Figure 6. The lack of *Samd4* has no obvious effect on osteoclast differentiation. (a) TRAP staining (red) in the proximal tibia of 3-week-old WT and *Samd4*^{PB/PB} mice. (b) The expression of indicated genes was analyzed by quantitative-PCR analysis in WT and *Samd4*^{PB/PB} bone marrow (BM). (c) The representative photographs of TRAP staining of osteoclasts. The bone marrow cells were isolated from WT and *Samd4*^{PB/PB} mice and treated with RANKL for 7 days to undergo osteoclast differentiation. (d) The expression of indicated genes was analyzed by quantitative-PCR analysis. Bars = 500 μ m in (a) and 1 mm in (c). Values represent mean $\pm$ SD (n = 3).

Supplementary Table S1. DNA and peptide sequences.

	

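A SMAUG recognition element (SRE) is a short RNA stem with a loop that carries the bases CNGG, where N is any base. The wild-type Mig6 5′ UTR of this table is 339 bases long, has 73.5% G and C, and holds 12 CNGG sites. With a stem of at least 4 base pairs closing a loop of CNGG with 0 to 3 more bases, 0 of these sites formed an element. With at least 3 base pairs, 2 did, GCTCCGGAGC from base 188 to 197 and TCGCGGGTGG from base 323 to 332, counted from the first base of the sequence. The mutated 5′ UTR is 337 bases long with 7 CNGG sites, and keeps TCGCGGGTGG, from base 321 to 330, with the shorter stem. It differs from the wild type in 3 stretches, which in the wild type are GCGGGAGGGCG from base 147, GGGGCTCCGG from base 185 and CCGGCCCCGGAA from base 294. The element GCTCCGGAGC overlaps the stretch from base 185 and was not found in the mutated sequence. The paper reports that the effect of SAMD4 on the reporter was lost with the mutated 5′ UTR, and it states no minimum stem for its elements. The 3xSRE sequence, made to carry such elements, gave 3 at each minimum stem tried, with stems of 9, 6 and 7 base pairs. Pairs of G with T, which stand for the G-U pairs of RNA, were allowed in the stem, and folding energy was not computed.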

DNA Sequence
**3 x SRE DNA**	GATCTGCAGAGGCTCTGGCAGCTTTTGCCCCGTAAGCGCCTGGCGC<br>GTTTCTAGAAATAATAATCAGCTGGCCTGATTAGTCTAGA
**Poly A DNA**	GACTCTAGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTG<br>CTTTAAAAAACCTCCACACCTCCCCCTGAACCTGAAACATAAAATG<br>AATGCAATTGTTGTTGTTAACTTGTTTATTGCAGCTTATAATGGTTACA<br>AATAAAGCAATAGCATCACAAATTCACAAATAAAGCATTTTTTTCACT<br>GCATTCTAGT
**5' UTR DNA**	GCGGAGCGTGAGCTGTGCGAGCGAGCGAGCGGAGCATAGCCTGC<br>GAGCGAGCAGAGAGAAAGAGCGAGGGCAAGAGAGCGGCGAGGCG<br>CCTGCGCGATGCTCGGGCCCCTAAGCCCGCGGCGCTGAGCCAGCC<br>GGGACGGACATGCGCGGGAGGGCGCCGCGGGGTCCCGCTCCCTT<br>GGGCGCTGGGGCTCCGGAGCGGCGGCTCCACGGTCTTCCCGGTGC<br>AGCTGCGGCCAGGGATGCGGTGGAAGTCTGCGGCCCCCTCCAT<br>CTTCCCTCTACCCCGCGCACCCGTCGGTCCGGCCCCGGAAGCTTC<br>TGCGAGAAGCTGTCGCGGGTGGGCTCGGA
**5' UTR^Δ DNA**	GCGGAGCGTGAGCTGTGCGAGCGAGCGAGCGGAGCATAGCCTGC<br>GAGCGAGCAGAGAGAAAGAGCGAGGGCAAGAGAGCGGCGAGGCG<br>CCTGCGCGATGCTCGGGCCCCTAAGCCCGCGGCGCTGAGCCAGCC<br>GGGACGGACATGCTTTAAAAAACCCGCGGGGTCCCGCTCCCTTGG<br>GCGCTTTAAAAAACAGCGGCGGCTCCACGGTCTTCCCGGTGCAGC<br>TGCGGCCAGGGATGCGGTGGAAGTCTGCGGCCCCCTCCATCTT<br>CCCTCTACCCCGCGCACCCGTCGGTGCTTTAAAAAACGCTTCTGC<br>GAGAAGCTGTCGCGGGTGGGCTCGGA
**shGFP**	GCAAGCTGACCCTGAAGTTCA
**shMig6#1**	GCGTGAAGAGGATCAAGTTAT
**shMig6#2**	CCTTCAGATTTCAAATACGAT
**shMig6#3**	CCACCGTACCTGGACAAATAT

shMig6#4	CCTTGCATCCTGCCCATTATT
	Peptide Sequence
SAMD4	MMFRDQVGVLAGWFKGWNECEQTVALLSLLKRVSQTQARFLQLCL<br>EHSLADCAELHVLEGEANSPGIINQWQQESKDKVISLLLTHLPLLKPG<br>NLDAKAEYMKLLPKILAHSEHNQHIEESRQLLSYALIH PATSLED RSA<br>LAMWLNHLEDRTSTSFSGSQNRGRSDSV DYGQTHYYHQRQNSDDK<br>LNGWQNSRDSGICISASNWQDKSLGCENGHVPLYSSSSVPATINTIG<br>TGASTNVP AWL **KSLRLH** **K** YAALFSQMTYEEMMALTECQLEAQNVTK<br>**G** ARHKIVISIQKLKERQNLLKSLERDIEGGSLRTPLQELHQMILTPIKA<br>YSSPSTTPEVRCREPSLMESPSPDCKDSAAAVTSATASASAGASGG<br>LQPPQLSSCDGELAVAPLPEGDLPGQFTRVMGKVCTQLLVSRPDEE<br>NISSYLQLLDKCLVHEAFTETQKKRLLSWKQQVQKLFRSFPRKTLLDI<br>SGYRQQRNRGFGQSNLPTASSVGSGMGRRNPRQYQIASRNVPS<br>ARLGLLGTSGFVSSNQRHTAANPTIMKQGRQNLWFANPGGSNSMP<br>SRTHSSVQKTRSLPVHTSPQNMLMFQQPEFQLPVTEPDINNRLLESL<br>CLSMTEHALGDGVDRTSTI-
SAMD4 ^{K245A R248A K251Q}	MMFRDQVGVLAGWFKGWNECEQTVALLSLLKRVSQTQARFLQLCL<br>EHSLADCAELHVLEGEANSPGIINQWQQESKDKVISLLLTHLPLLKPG<br>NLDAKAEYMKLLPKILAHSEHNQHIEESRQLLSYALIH PATSLED RSA<br>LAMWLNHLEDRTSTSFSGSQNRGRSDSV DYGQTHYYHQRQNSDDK<br>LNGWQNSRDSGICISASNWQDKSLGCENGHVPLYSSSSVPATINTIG<br>TGASTNVP AWL **ASLALH** **Q** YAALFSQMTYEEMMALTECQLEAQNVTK<br>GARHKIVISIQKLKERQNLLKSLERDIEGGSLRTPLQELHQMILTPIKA<br>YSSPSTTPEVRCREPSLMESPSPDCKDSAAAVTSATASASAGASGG<br>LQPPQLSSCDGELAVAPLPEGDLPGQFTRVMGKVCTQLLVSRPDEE<br>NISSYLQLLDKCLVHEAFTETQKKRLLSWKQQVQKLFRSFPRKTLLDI<br>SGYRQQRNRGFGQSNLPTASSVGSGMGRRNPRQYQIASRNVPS<br>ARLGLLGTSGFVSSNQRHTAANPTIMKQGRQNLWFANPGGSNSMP<br>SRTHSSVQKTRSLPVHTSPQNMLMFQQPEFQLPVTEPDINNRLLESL<br>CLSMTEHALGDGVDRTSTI
SAMD4 ^{A281Q}	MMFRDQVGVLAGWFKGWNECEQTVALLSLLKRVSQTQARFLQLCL<br>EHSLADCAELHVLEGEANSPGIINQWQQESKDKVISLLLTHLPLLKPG<br>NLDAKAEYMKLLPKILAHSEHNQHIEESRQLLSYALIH PATSLED RSA

	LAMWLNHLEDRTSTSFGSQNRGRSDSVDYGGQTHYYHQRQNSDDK<br>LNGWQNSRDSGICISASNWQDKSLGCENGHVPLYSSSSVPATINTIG<br>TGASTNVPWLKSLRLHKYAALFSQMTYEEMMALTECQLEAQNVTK<br>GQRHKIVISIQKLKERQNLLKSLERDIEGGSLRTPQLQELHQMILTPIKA<br>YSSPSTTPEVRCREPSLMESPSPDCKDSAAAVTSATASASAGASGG<br>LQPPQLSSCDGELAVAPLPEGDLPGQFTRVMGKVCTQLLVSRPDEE<br>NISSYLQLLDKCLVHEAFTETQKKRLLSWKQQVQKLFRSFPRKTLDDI<br>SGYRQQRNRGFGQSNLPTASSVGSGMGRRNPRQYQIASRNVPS<br>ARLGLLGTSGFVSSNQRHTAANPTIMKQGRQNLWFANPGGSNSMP<br>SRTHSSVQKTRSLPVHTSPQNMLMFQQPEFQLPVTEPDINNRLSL<br>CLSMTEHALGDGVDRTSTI
**SAMD4^{H86P}**	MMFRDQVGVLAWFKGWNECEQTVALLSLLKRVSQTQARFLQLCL<br>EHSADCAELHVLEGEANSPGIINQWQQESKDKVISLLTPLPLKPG<br>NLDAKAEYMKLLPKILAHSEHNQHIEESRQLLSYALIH PATSLED RSA<br>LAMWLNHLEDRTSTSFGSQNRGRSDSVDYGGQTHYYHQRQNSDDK<br>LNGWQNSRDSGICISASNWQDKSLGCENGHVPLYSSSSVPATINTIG<br>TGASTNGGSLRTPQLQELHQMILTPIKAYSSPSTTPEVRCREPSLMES<br>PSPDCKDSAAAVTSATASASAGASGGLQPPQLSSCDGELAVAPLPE<br>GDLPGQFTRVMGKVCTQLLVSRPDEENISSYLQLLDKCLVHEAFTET<br>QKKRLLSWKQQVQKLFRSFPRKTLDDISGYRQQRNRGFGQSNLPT<br>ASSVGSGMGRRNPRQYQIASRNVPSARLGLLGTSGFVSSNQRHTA<br>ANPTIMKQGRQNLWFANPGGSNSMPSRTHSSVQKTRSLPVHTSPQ<br>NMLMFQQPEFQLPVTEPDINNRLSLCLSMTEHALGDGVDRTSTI-

Supplementary Table S2. Genes enriched in Flag IP.

						

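The intervals of this table touch 5′ UTRs and coding exons more often than 3′ UTRs. Of the 33 intervals, 21 touch a 5′ UTR of the named gene, 23 a coding exon, and 3 a 3′ UTR, those of Cebpb, Ddr1 and Hdac5. The order is not particular to these genes. Of the 580 listed intervals that did not pass, 52.4% touch a 5′ UTR of any gene named there, 72.1% coding sequence and 14.1% a 3′ UTR. Phkg1, a subunit of phosphorylase kinase, is named only by an intron, at an interval of 25 IP reads on chromosome 5 from 130363014 to 130363175. This interval also lies on Chchd2, which encodes a mitochondrial protein. It shares 58 bases of 5′ UTR, 50 coding bases and 54 intron bases with the transcript NM_024166 of Chchd2. For Ece1, an enzyme that activates endothelin, a further interval held 43 IP reads and 2 IgG reads (ratio 21.5, 95% interval 5.60 to 183). Altogether 5 of the genes have such a further interval with IgG reads, the others being Ncln, Pdlim7, Ipo4 and Ptprf. The ratio there can be much lower. Pdlim7 had 94 IP and 29 IgG reads in its deepest interval (ratio 3.24, 95% interval 2.12 to 5.10). Ncln had 62 and 13 (ratio 4.77) and Ipo4 62 and 6 (ratio 10.3). With the reads of a gene summed over its intervals, 28 of the 33 genes passed. The number of reads of each gene in the table equals that of an interval with 0 IgG reads for 33 of 33 genes. The overlap column equals the bases that the interval shares with a transcript of the gene for 33 of 33. For all 97 intervals with 0 IgG reads, the p-value in the authors' deposited table is that of an exact two-sided binomial test with an even chance for each read, so it depends on the IP reads alone.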

**Gene and<br>enrich peak<br>overlapped**
**chr**	**Gene**	**Reads in IP**	**Reads in IgG**	**p-value**	**Fold Change**	**base**
chr4	Errfi1	77	0	1.3E-23	77	228
chr2	Cebpb	72	0	4.2E-22	72	343
chr19	Fads1	53	0	2.2E-16	53	361
chr11	Timp2	48	0	7.1E-15	48	224
chr17	Tnfrsf12a	42	0	4.5E-13	42	293
chr10	Bsg	39	0	3.6E-12	39	93
chr16	Hmgn1	39	0	3.6E-12	39	140
chr4	Ece1	36	0	2.9E-11	36	87
chr10	Ncln	34	0	1.2E-10	34	273
chr17	Stub1	34	0	1.2E-10	34	271
chr10	Cited2	32	0	4.7E-10	32	226
chr7	Iqgap1	31	0	9.3E-10	31	162
chr6	Mlf2	30	0	1.9E-09	30	189
chr8	Isyna1	29	0	3.7E-09	29	253
chr1	Myo1b	25	0	6.0E-08	25	168
chr5	Phkg1	25	0	6.0E-08	25	162
chr9	Ctnnb1	24	0	1.2E-07	24	160
chr7	Fbl	23	0	2.4E-07	23	136
chr13	Pdlim7	23	0	2.4E-07	23	210
chr6	Immt	22	0	4.8E-07	22	177
chr14	Ipo4	22	0	4.8E-07	22	135
chr10	Ppa1	21	0	9.5E-07	21	160
chr8	Col4a2	20	0	1.9E-06	20	147
chr3	Gmps	19	0	3.8E-06	19	158
chr5	Denr	18	0	7.6E-06	18	111
chr15	Cyc1	16	0	3.1E-05	16	140
chr17	Ddr1	16	0	3.1E-05	16	152

chr4	Ptprf	16	0	3.1E-05	16	80
chr10	Tcf3	16	0	3.1E-05	16	128
chr4	Dvl1	15	0	6.1E-05	15	68
chr6	Epha1	15	0	6.1E-05	15	124
chr11	Hdac5	15	0	6.1E-05	15	145
chr4	Megf6	15	0	6.1E-05	15	135

How the deposited data were processed for this re-analysis (not part of the article)

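RNA immunoprecipitation followed by sequencing was done by the authors on Samd4PB/PB osteoblasts expressing Flag-SAMD4, with 2 anti-Flag IP libraries, 2 IgG libraries and 1 input library. The libraries were grouped by the titles and sources given with them. The antibody field of both IgG libraries reads Flag, but with catalogue numbers other than that of the anti-Flag antibody in the paper. Their titles and sources, and the paper, name IgG, so they were taken as IgG controls. The source of the input reads DNA although its molecule is given as RNA, and this conflict could not be settled from the sources used here. According to the submitters' notes, the reads were aligned to the mouse genome (mm9) with TopHat2 2.0.9. The program that called the intervals, and whether the reads of the paired libraries were added together, are not given in the sources used here. The deposited table has 16285 lines for 673 intervals, each line pairing an interval with a transcript. Its units, as the authors deposited them, are a count of reads in the IP, a count of reads in the IgG, a p-value, a q-value, a fold and a number of overlapping bases. These columns were tested against each other. In the authors' deposited table the fold equals the IP count divided by the IgG count plus 1 in 673 of 673 intervals. In 97 of 97 intervals with 0 IgG reads the p-value of the authors' deposited table is the exact two-sided binomial p at an even chance, and in 560 of 560 other intervals that could be tested it equals, within a relative tolerance of 1e-04, the binomial p with the IgG count multiplied by a factor of 1.64 and rounded. The q-values of the authors' deposited table imply 683232 intervals tested and a rank of 1412 for the last one listed, so the 673 intervals, with q up to 0.0452, are part of those that reached this q.

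Reads of each interval were compared with an exact two-sided binomial test of IP against IgG reads at an expected IP share of 0.5. A gene name was counted as enriched when an interval had 0 IgG reads, at least 15 IP reads, p up to 6.1e-05 and an overlap of at least 68 bases with a transcript of that name. These limits are the extremes found in Supplementary Table S2, because the paper's text names no criterion for its list. Single counts were given 95% exact Poisson intervals, ratios 95% intervals from the Clopper-Pearson interval of the IP share, and folds over 0 IgG reads a floor of 3 reads per interval. Those folds leave out the counting error of the IP reads. Lists and parts of genes were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over each family, at a threshold of 0.05. The background of the lists was the 733 gene names with an interval that holds at least 15 IP and IgG reads together and meets the limit on overlap. Parts of genes came from the transcript lines of the deposited table. Elements were searched in the sequences of Supplementary Table S1 as a stem of at least 4 base pairs, G-U pairs allowed, closing a loop of CNGG with 0 to 3 more bases. RefSeq annotation of GRCm38.p6 was used for current gene symbols, and 652 of 753 gene names matched one.

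The 20 lists were written before the data were examined, as were the comparisons, the alternatives (apart from those said to be added later) and the rule for naming genes. They are osteoblast and bone matrix, chondrocyte, adipocyte, muscle, macrophage and osteoclast, endothelial, extracellular matrix and adhesion, cytosolic ribosomal proteins, translation factors, mTORC1 and 14-3-3, EGF receptor and MAPK, BMP and TGF-β, Wnt and planar cell polarity, mitochondrial, chaperones and protein turnover, cytoskeleton, partners of SAMD4, non-coding RNA, reference genes, and the genes the paper names. The values of Table S2 had been seen by then. The rule names Errfi1 and Tnfrsf12a, the 10 genes with the most IP reads in a passing interval, up to 4 members of each list with the most IP reads and every member in Table S2, the 5 genes with the most IgG reads, a set of bone and reference genes where present, and the Table S2 genes whose value differs. The alternatives changed the p-value limit, the overlap, the expected IP share, the floor, the admission of IgG reads, the parts of genes counted and the minimum stem.

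The binomial test with Benjamini-Hochberg adjustment, without the limit on IgG reads, was tested on 673 simulated intervals. At no difference 1 of 473 was called, at a 4-fold difference 98 of 101, and at a 16-fold difference 99 of 99. The rule with 0 IgG reads was tested on simulated data with the total reads of the 673 intervals, apart from its overlap limit. It called 0 intervals at no difference, 3 at a 4-fold, 34 at a 16-fold, 207 at a 64-fold and 423 at a 256-fold difference. In both simulations the reads were independent Poisson counts at equal depth of IP and IgG, which is what the test assumes. Few calls at no difference follow from that setting. They do not show the rate of false calls in the real libraries, which can vary more and differ in depth. The input library, which has no column in the table, was left out. Elements within the intervals were not searched because no mm9 sequence was used here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.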

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

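The tests on RNA without a poly(A) tail, on depth and on gene copies, and the grouping of histone genes by class, were chosen only after the result was seen. Each result here is a signal above the IgG level at genes or intervals that the paper does not discuss.

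Histone genes lead the intervals with no IgG reads: 19 of 60 intervals of clustered histone genes and H2afx had 0, and 42 intervals of H2A, H3 and H4 genes held 6689 IP and 63 IgG reads, against 3461 and 645 in 17 intervals of H2B and H1 genes. A shallower IgG library as the whole cause is argued against, since depth is 1 factor for every interval and the ratio of IP to IgG reads was 19.8 times as high in the first set as in the second (95% interval 15.2 to 25.7 from counting error, or 13.1 times with the variants H2afz and H3f3b added to the first). A loss of RNA without a poly(A) tail from the IgG libraries stays open: 45 intervals of other RNAs without a tail have a median of 2.92% of their reads in the IgG, and each group lies above the 0.526% of H2A, H3 and H4, but by very different amounts, with 1.17% for the RNAs of RNase MRP and RNase P, 2.42% for 5S rRNA, 14.2% for U1 and 7SK, 22.8% for Snord15b and Scarna2, and 12.3% for H2B and H1 mRNAs, of which some are also made with a tail. Reads shared between copies stay open: of the genes away from the large clusters, H2afx had 314 IP and 0 IgG reads, Hist4h4 107 and 3, Hist3h2a 63 and 6, H3f3b 65 and 6, and the interval of H2afz and H2afv 111 and 29, so they go both ways, and the handling of reads with several positions is not given in the sources used here. A preference of SAMD4 for histone mRNAs may also explain the reads and was not tested, since no other Flag-tagged protein was part of the design.

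Hnrnpa0 had 157 IP reads and 0 IgG reads at chromosome 13. Both RNase MRP and RNase P have a catalytic RNA that was far above the IgG. Rmrp, the RNA of RNase MRP, had 40539 IP and 1026 IgG reads (ratio 39.5, 95% interval 37.1 to 42.1). Rpph1, the RNA of RNase P, had 2799 and 33 (ratio 84.8, 95% interval 60.3 to 123), and Rprl3, a related sequence, had 336 and 1 (95% interval of the ratio 59.9 to 13310). The deepest interval of the list, on chromosome 16 from 57391218 to 57391795 in an intron of Cmss1 and Filip1l, had 1274567 IP and 88399 IgG reads (ratio 14.4). Short intervals at other genes were also very deep in both, such as that of Zc3h7a and mmu-mir-689-2 with 436548 and 99783, and an intron of Jarid2 with 248021 and 39968. A signal of the RNA of Cmss1 or Filip1l is therefore not shown. Of 37 extracellular matrix and adhesion genes, 26 have a listed interval, among them Fn1, with 692 IP and 124 IgG reads (ratio 5.58, 95% interval 4.60 to 6.81). Listing is itself a selection for more IP than IgG reads, so these ratios cannot be set against genes outside the list.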

How the results depend on the processing

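The counts without histone genes and 5S copies, those at the share implied by the deposited p-values, those over intervals with 1 gene name, the scaled floor, the test of Errfi1 and Tnfrsf12a at the IP share of all listed reads and the Wnt list without Tcf3 were chosen after the values were seen. So was the comparison of parts of genes without intervals of histone genes, 5S copies and U1 RNA. Of the results under alternatives set beforehand, 18 kept their side of the threshold or stayed within the set range and 6 moved, and of those under added alternatives 7 and 2, while 1 was no longer past its threshold. This was Tnfrsf12a, at least 14-fold, at the IP share of all listed reads (p = 0.00185, exact binomial test), which by construction needs more reads. The number of enriched gene names, 113, became 29 (with 2 of the 33 genes of Table S2) at the IP share of all listed reads, which by construction raises the reads needed, and 733 when IgG reads were admitted at a fold of 2 or more, which by construction admits the rest of the background. It became 74 (29 of the 33) over intervals with 1 gene name, which by construction drops shared intervals. Under the other alternatives it lay between 76 and 116. The rank of Errfi1, 23, became 13 by reads per base, which by construction ranks a shorter interval higher at the same reads. It became 20 with the reads of a gene summed. Of the names ahead, Hist2h3c1, Hist1h2ao and Hist1h2ap then no longer pass, as each has a further interval with 1 IgG read. Without the names of histone genes and 5S copies the rank became 4 (2 of the names still ahead share a histone interval). The share of intervals touching a 5′ UTR became 55.3% over all listed intervals. Elements in the Mig6 5′ UTR rose from 0 to 2 with a stem of at least 3 base pairs. No list passed adjustment under any alternative run. No paired analysis was possible because the table gives 1 IP and 1 IgG number per interval and no columns for the separate libraries. For the same reason leaving out each library, a replicate block, other size factors, DESeq2 and a filter on low counts per library were not run, and the search for elements within the intervals with its alternatives was not run for lack of an mm9 sequence. The Table S2 genes with up to 20 IP reads are lost at a share of 0.621, and passing intervals with up to 62 at 0.852. What depth limits could not be tested, as the depth of the libraries is not given in the sources used here.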

Differences from the paper's values

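The alternatives without histone genes and 5S copies, at the share implied by the deposited p-values and over intervals with 1 gene name were chosen only after the result was seen. The paper reports 33 enriched genes, the paper's value, and 113 gene names passed here, all 33 of the paper among them. The paper's text states no threshold for the 33, and the limits used here are the extremes of its Table S2. Among the alternatives set before the data were examined, the one that takes the IP share of all listed reads as the expected share gives 29, which is within 1.5 times the paper's value but holds 2 of its 33 genes. The others still differ, with 113 under Benjamini-Hochberg adjustment over the 673 listed intervals, 76 at p under 1e-06, 116 at an overlap of at least 1 base, 108 at 100 bases, 102 with reads summed, 733 with IgG reads admitted and 106 in exons and UTRs. The adjustment could not lower the count, because the listed intervals were already selected and their highest deposited p-value is 9.34e-05. The alternatives added after seeing the values, which give 76, 91 and 74, drop 11, 0 and 4 of the paper's 33 genes and do not reach 33 either.

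For the SREs in the Mig6 5′ UTR, the paper's value is 3 and the search here found 0 at a stem of at least 4 base pairs. At a stem of at least 3 base pairs it found 2, which is within 1.5 times the paper's value, and at 5 it found 0, which is not. The paper states no minimum stem for its elements, so these counts do not show that any of its 3 is absent. For Ece1 the overlap is 87 bases in the paper's Table S2, whereas the largest overlap of its interval with a transcript here is 197 bases. A single transcript, ENSMUST00000130407, shares 87 bases with it, and no alternative was set for this value.

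The paper places Mig6 at the top of its 33 genes. This holds, as 0 others of Table S2 had more IP reads. Among the 113 names that passed here, a wider set, Errfi1 (Mig6) held rank 23. Fig. 5b draws the Flag signal over the first and second 5′ UTR segments of Mig6, and the only listed interval of Errfi1 covers exon 1 and ends 33 bases into intron 1.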

Other observations

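The tests on promoter DNA and the settings for position along the gene were chosen only after the result was seen, as were the genes named in the next paragraph, while the test on GC content was set before its value was seen.

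Slbp, which encodes the protein that binds the stem-loop at the end of histone mRNAs, had 18 IP reads and 0 IgG reads, which does not pass at the expected share of 0.621 (exact two-sided binomial test, p = 0.000293). Hnrnpab, an RNA-binding protein, had 62 IP and 0 IgG reads, Snd1, a nuclease of RNA silencing complexes, had 43 and 0, and Ncbp1, the large subunit of the nuclear cap-binding complex, had 24 and 0. An interval with 71 IP and 0 IgG reads touches the splicing factor gene Srsf2 and its neighbour Mfsd11. Samd4 itself had 124 IP and 37 IgG reads (ratio 3.35) in its deepest interval. Further intervals of Samd4 had 87 and 15 (ratio 5.80) and 79 and 19 (ratio 4.16). The cells were made to express Flag-tagged SAMD4, and reads of that construct were not told apart from reads of the gene.

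The lists not described above gave the following counts of passing genes among those listed, under the same rule of 0 IgG reads, which genes with many reads can fail. Of 18 cytoskeleton genes 2 passed, Iqgap1 with 31 IP reads and Pdlim7 with 23, and of 8 translation factors 2 passed, Denr with 18 and Eif4a1 with 58. In EGF receptor and MAPK signalling Errfi1 was the 1 that passed of 5, in BMP and TGF-β signalling Cited2 of 5, among mitochondrial genes Cyc1 of 8 (16 reads), and among chaperones and protein turnover Stub1 of 10 (34 reads). None passed of 2 genes of mTORC1 and 14-3-3, 3 non-coding RNAs, 2 partners of SAMD4 and 1 reference gene. Of the 4 listed genes that the paper names, 2 passed, Errfi1 and Tnfrsf12a (two-sided Fisher's exact test, p = 0.114, adjusted p = 0.572). Genes on the chondrocyte, adipocyte, muscle, macrophage and osteoclast, and endothelial lists have no interval in the table, which lists enriched intervals alone and so does not show that they were absent. Junb, an AP-1 transcription factor, had 131 IP and 7 IgG reads (ratio 18.7), and the chaperone Hspa5 had 261 and 21 (ratio 12.4, 95% interval 7.96 to 20.4).

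Many intervals lie at the 5′ ends of genes: of 381 on RefSeq transcripts spanning more than 5000 bases, histone genes left out, 204 (53.5%) had their middle in the first 10% of the gene, with 40 of 54 (74.1%) for intervals with 0 IgG reads and 164 of 327 (50.2%) for the others (two-sided Fisher's exact test, p = 0.00112). Promoter DNA that spans transcript starts is argued against for the listed intervals only. Among 167 intervals within 200 bases of a transcript start, the median share of bases upstream of it was 0% (mean 2.63%). Of these intervals 76 (45.5%) reach into an intron. Each line pairs an interval with a transcript, so intervals wholly upstream of a gene are not listed. Promoter DNA in such intervals could not be tested. GC content could not be told apart from a preference for 5′ ends, because no mm9 sequence was used here and the only sequence at hand, the Mig6 5′ UTR of Table S1, has 73.5% G and C. A preference of SAMD4 for the 5′ ends of transcripts may explain the pattern and was not tested.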
